# Scalable *in vitro* production of defined mouse erythroblasts

**DOI:** 10.1371/journal.pone.0261950

**Published:** 2022-01-07

**Authors:** Helena S. Francis, Caroline L. Harold, Robert A. Beagrie, Andrew J. King, Matthew E. Gosden, Joseph W. Blayney, Danuta M. Jeziorska, Christian Babbs, Douglas R. Higgs, Mira T. Kassouf

## Abstract

Mouse embryonic stem cells (mESCs) can be manipulated *in vitro* to recapitulate the process of erythropoiesis, during which multipotent cells undergo lineage specification, differentiation and maturation to produce erythroid cells. Although useful for identifying specific progenitors and precursors, this system has not been fully exploited as a source of cells to analyse erythropoiesis. Here, we establish a protocol in which characterised erythroblasts can be isolated in a scalable manner from differentiated embryoid bodies (EBs). Using transcriptional and epigenetic analysis, we demonstrate that this system faithfully recapitulates normal primitive erythropoiesis and fully reproduces the effects of natural and engineered mutations seen in primary cells obtained from mouse models. We anticipate this system to be of great value in reducing the time and costs of generating and maintaining mouse lines in a number of research scenarios.

## Introduction

The isolation of embryonic stem cells from developing mouse blastocysts, their maintenance in culture, and genetic manipulation has provided a fundamentally important research tool for experimental biology [1]. *In vitro* differentiation of stem cells offers unparalleled access to developmental pathways including well defined multipotent cells, precursors and mature cell types representing a wide range of organ systems [2]. Developing robust protocols using mESCs to obtain specific cell types at scale would further allow the use of these cells for detailed molecular analysis and large scale, high throughput screens. Nevertheless, for maximum value, it is crucial that mESC-derived cells and tissues faithfully represent the corresponding primary cell populations.

During development, mouse haematopoiesis occurs in three distinct waves. Primitive haematopoiesis originates in the blood islands of the yolk sac (embryonic day E7.25–8.5). This is transiently accompanied by definitive haematopoiesis arising from Erythroid Myeloid Progenitors (EMP; E8.25–9.5) and eventually replaced by long-term definitive haematopoiesis emerging from the aorta-gonad-mesonephros (AGM) at around E10.5 [3–5]. Lineage specification, differentiation and maturation of haematopoietic cells at each stage of development has been extensively investigated using mESCs [2, 3, 6]. Such studies have informed researchers of normal blood formation and also elucidated some of the mechanisms underlying inherited and acquired blood diseases [3, 5, 7]. To investigate haematopoietic differentiation, mESCs are cultured in the absence of leukaemia inhibitory factor (LIF), which results in the formation of a 3D organoid or embryoid body (EB). This promotes differentiation that faithfully represents early mouse development; resulting EBs therefore contain a mixture of all three germ layers [8]. The use of additional cytokines, alternative plating strategies, and/or re-plating can be used to support particular differentiation pathways of interest [6].

The precise origins and cellular outputs of mESC-EB cultures have been of main interest to the field of developmental biology for years [4, 6, 9, 10]. In haematopoiesis, initial studies used colony re-plating assays of EB-derived cells and detailed the emergence of erythroid progenitors of primitive and definitive nature from day four onwards [8]. This was subsequently shown to closely reflect erythropoiesis in mouse development *in vivo* [3, 11]. Within a similar time-frame, haemoglobinized erythroid cells also begin to arise in cultured EBs [8]. Whilst in early studies haemoglobinization was observed in only ~1% of EBs, optimisation of culture conditions has now increased erythrocyte-containing EB production to almost 100% [12, 13]. Isoelectric focusing [12], RNase protection [14], and RT-PCR data [8] from earlier studies identified embryonic globins, suggesting the presence of erythrocytes that most likely recapitulate some aspects of primitive erythropoiesis. Later studies showed that under specific conditions, the cultures may yield both primitive and definitive AGM-like progenitor cells [10]. More recent immunophenotypic characterization and re-plating of progenitors revealed that the primitive and definitive outputs detected in mESC-EB culture resemble primitive and EMP outputs in mouse embryos [4]. It is not yet clear if truly definitive long-term repopulating hematopoietic stem cells are represented in these cultures [10, 15, 16]. As demonstrated over almost two decades of work in this system, the co-emergence of progenitors of mixed origins hinders the use of the culture system as a source of lineage-specific haematopoietic cells for detailed molecular studies and obviate the need for further characterisation of the cells produced. If better defined, the erythroid cell production in the mESC-EB system would expand the *in vitro* system from a developmental biology platform to a mammalian genetics and molecular screening platform.

In this study, we exploit the spontaneous differentiation of erythroid cells within EBs as a readily-accessible and scalable erythroid cell population. By selecting erythroid cells expressing the transferrin receptor (CD71), we can isolate and characterize a large population of mouse erythroid cells. We show that this population is homogeneous, faithfully represents normal primitive erythropoiesis and accurately mimics the resulting phenotypic effects of genetic manipulations seen in primary cells obtained from mice harbouring the same genetic perturbations, potentially avoiding the need to establish full mouse models to assess the effects of such manipulations. Finally, we present a protocol for miniaturization of the differentiation protocol, which offers the potential to perform high-throughput studies on tens to hundreds of genetic models in a single experiment.

## Materials and methods

### Mouse embryonic stem cell culture and genome engineering

E14TG2a.IV mESCs were maintained by standard methods [17, 18]. To produce genetically modified mESC models, variations of CRISPR/Cas9 strategies were used in conjunction with homology-directed repair (HDR) when needed (YFP-tagged α-globin and D3839 models). mESCs were co-transfected with guide RNA and HDR vectors using TransIT-LT1 reagent (Mirus; according to manufacturer’s instructions) for YFP-tagged α-globin and Neon electroporation system (Invitrogen, according to manufacturer’s instructions) for DelR1 and D3839 mutants. Details on transfection conditions and sequences for guide RNA (S1 Table) and HDR vectors are in S1 Methods.

### EB differentiation and erythroid population isolation

24h prior to differentiation, mESCs were induced by passaging into IMDM based media supplemented with LIF. To start the differentiation culture (d0), cells growing in IMDM were trypsinized and plated in differentiation media in either triple vent petri dishes (Thermo Fisher) or flat-bottom 96-well plates (Thermo Fisher) at 3x10^4^ cells in 10 cm dishes or 100–1200 cells per well of a 96-well plate for up to seven days without further intervention except for daily gentle shaking of the dishes to disrupt potential EB attachment to the bottom of the dish. EBs were harvested and disaggregated in 0.25% trypsin for 3 minutes at 37°C. See S1 Methods for details.

CD71+(high) cells were isolated by magnetic column separation (LS Column, Miltenyi), according to the manufacturer’s instructions. Briefly, cells from disaggregated EBs were labelled with anti-mouse CD71-FITC (eBioscience 11-0711-85; 1:200) in staining buffer (PBS with 10% FCS; 500 μl per 10^7^ cells) for 20 minutes at 4°C, washed, then incubated with MACS anti-FITC separation microbeads (Miltenyi; 10 μl per 10^7^ cells, according to manufacturer’s instructions). Bead-labelled cells were retained by LS columns. See S1 Methods for details.

### Flow cytometry

Cells were stained with antibodies for 20 minutes at 4°C in staining buffer. Stained cells were analysed using an Invitrogen Attune NxT cytometer (Thermo Fisher) and the FlowJo software package (BD). See S1 Methods for details.

### ATAC-seq and ChIP-seq

ATAC-seq was performed on 70x10^3^ cells from target populations as previously described [19, 20]. ChIP-seq was performed as described [21] on aliquots of 5x10^6^ CD71+ cells derived from two separate differentiation experiments per antibody. Chromatin fragmentation was performed for 8 minutes as optimized for the use of Bioruptor Pico sonication device. Data from both methods were analysed with an in-house pipeline as described [20, 22]. In each case, for visualization, alignment files from two or three biological replicates were normalized to reads per kilobase per million mapped reads (RPKM) and averaged.

To compare ATAC-seq datasets genome-wide, triplicate data for each tissue of interest were peak-called with the Model-based Analysis of ChIP-seq tool (MACS2) [23] using default parameters. PCA was then performed using the DiffBind package in R [24]. H3K4me3 and CTCF ChIP-seq data files were aligned and processed as described. Peaks were then called using the Lanceotron peak caller [25], using default settings. Peaks with scores ≥0.5 called in at least two replicates were extracted, and bedtools intersect was used to compare overlapping peaks between different biological stages.

### Next-generation Capture-C

Next-generation Capture-C was performed as previously described [26] on 5×10^6^ mouse CD71+ cells derived from three separate differentiation experiments. To visualize differences in Capture-C profiles, normalized interactions from D3839 erythroid cells were subtracted from wild-type erythroid interactions to generate a differential Capture-C track.

### RNA expression analysis

RT-PCR: 10^6^ cells were lysed in TRI reagent (Sigma) and RNA extracted using Direct-zol columns with a 30 minute on-column DNase step at room temperature (Zymo Research). cDNA was generated with Superscript III First-Strand Synthesis SuperMix (Life Technologies). For primers, see S2 Table.

Single-cell RT-PCR: single-cell expression analysis necessitated isolation of 185 single erythroid cells by indexed FACS into 96-well plates. See S1 Methods for details. Briefly, cells were lysed, RNA reverse transcribed and material used for 43 TaqMan assays (S3 and S4 Tables). When performing reverse transcription and pre-amplification on sorted single cells, one aliquot of RNA standard was included (prepared and used as detailed in supplemental data).

Data analysis was performed using Python (v3.5.2; Matplotlib v2.0.2; Numpy v1.14.5; Pandas v0.23.3; scikit-learn v0.19.2; Scipy v1.1.0). See S1 Methods for details.

### Data sharing statement

ATAC-seq, ChIP-seq, and Capture-C data from EB day 7 CD71+ reported in this article have been deposited in the Gene Expression Omnibus (GEO) database under the following accession number: GSE184435. ATAC-seq and ChIP-seq data used for mESC, E10.5 blood, and APH Ter119+ spleen are already published as referenced in the manuscript and are accessible following these accession numbers: GSE108434, GSE27921, GSE97871.

## Results

### A pure erythroid population can be isolated from a 7-day embryoid body culture

The generation of EBs from mESCs is well-established [6]. To enrich for haematopoietic lineages, cells are plated at low density in differentiation media using bacterial dishes and harvested between days 2 and 7. Allowing EBs to differentiate undisturbed results in high levels of spontaneous erythroblast differentiation and haemoglobinization, observed as red EBs [13].

To optimize the number and purity of the obtained erythroid cells, we first established the kinetics of erythroid differentiation in the E14 mESC line. As EB growth and disaggregation beyond day 7 of differentiation compromised the quality and viability of the cell culture, we focused our investigation on timepoints up to and including day 7. Previously published data show that globin expression increases in EBs as they differentiate in culture [8, 12, 14]. We confirmed this by RT-PCR at days 4–7 of differentiation (Fig 1A). Murine primary erythroid cells are usually staged by immunophenotyping using the erythroid markers CD71 and Ter119, as early erythroid progenitors are marked by high expression of CD71 (CD71+(high)) and subsequent populations first gain Ter119 and then lose CD71 [27]. We examined the expression of these same markers in EBs and confirmed the red cell expansion which occurs in parallel with increased expression of erythroid-specific genes (Fig 1B) [28, 29]. By day 7, cells from disaggregated EBs were 40% distinctly CD71+(high), and about 30% also positive for Ter119.

**Fig 1:**
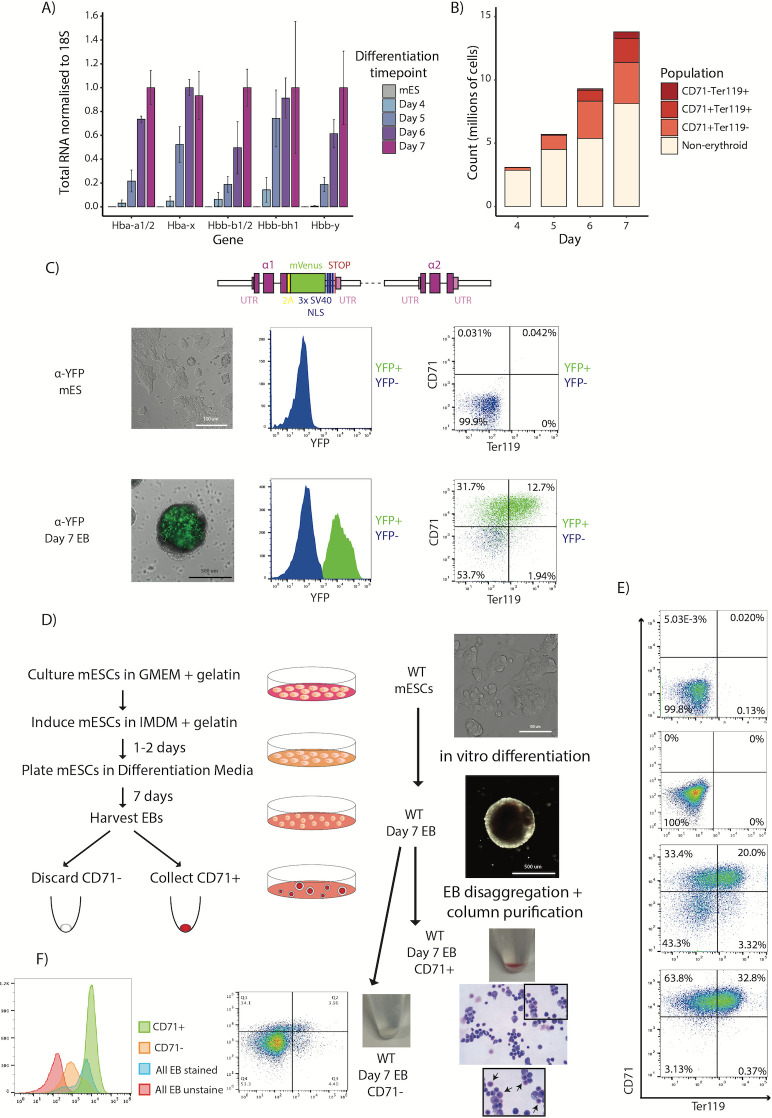
*In vitro* differentiated EBs as a source of erythroid cells. A) RT-PCR of mature mouse globin transcripts in mESCs and EBs between days 4–7 of differentiation, normalized to the 18S housekeeping gene. Levels are shown relative to the maximal detected expression for each gene. Bars represent mean values from three independent differentiations; error bars represent standard deviation of the mean. B) Cell counts for immunophenotypically-defined populations using antibodies for CD71 and Ter119 cell surface markers through days 4–7 of EB differentiation. Data shown are from a representative differentiation in 10 cm dish format. C) Fluorescence levels of an α-globin-YFP tag in mESCs and day 7 EBs. Top: a schematic of the tag shows the insertion site after the final exon of the gene with a 2A self-cleaving peptide sequence in yellow, the mVenus coding region in green, nuclear localization signal (NLS) repeats in blue, the STOP codon in red and the untranslated regions (UTRs) in pink. Bottom: brightfield images of mESCs and a single EB are overlaid with YFP fluorescence signal (left panels). Flow cytometry histograms for YFP fluorescence demonstrate the presence of an α-globin-positive population (green peak) in day 7 EBs (middle panels). Flow cytometry plots for the erythroid markers CD71 and Ter119 show the overlap of YFP+ population from the histogram with the CD71+ cell populations (YFP+ cells labelled green as in the histogram) in day 7 EBs (right panels). D) Protocol summary for the generation of EB-derived CD71+ erythrocytes *in vitro*. Example data for column-based CD71+ cell purification, starting with brightfield images of cultured mESCs (top panel), to whole EB (middle panel), to CD71-separated populations shown as cell pellet images for CD71+ (red pellet) and CD71- (clear pellet) fractions. A stained (modified Wright stain) cytospin preparation is shown for the purified CD71+ erythroid population (bottom panel) with an inset (black square) highlighting (black arrows) specifically mature primitive erythroid cells and their distinclive morphology; large nucleated hemoglobinised cells. E) Flow cytometry plots for CD71 and Ter119 markers are shown for populations at each step of the protocol. F) An overlay of CD71 histograms from all day 7 EB-derived populations (as indicated by colour) highlighting the varying intensities of CD71 expression at each step of the protocol. Note the highest CD71 intensity marking the CD71+ fraction retained by the LS column. Stained CD71- fraction (histogram and FACS plot) shows low CD71 expressing fraction unretained by the magnetic column.

To purify erythroid cells from day 7 EBs, we focused on the transferrin receptor surface protein CD71: a reliable marker of primitive and definitive erythroid cells [28, 29]. EB-derived cell populations almost all express CD71 with varying levels reflected by the intensity of CD71 staining by immunophenotyping and indicating the cycling nature of this population [30, 31]. The small portion of CD71+(high) cells derived from day 5 EBs have been shown to selectively mark primitive erythroid progenitors [31]. However, the more expanded and more mature erythroid output in differentiating EBs at day 7 needed characterisation. To that end, we monitored the most reliable erythroid marker, the globin expression, using a mESC line with one copy of the red cell specific α-globin gene heterozygously tagged with a yellow fluorescent protein (YFP). By flow cytometry, all YFP+ cells were also strongly stained for CD71 (Fig 1C) confirming that CD71+(high) is also a robust marker of erythroid cells derived from day 7 whole EB population.

Next, we used a magnetic column-based selection method to isolate CD71+(high) erythroid cells from day 7 EBs (Fig 1D). Compared to FACS-based sorting, the use of a column-based selection results in low levels of cell death and allows for rapid selection of large numbers of cells. Cytospin staining confirmed that the isolated CD71+ cells are a mix of erythroid cell differentiation stages, in agreement with immunophenotyping data (Fig 1D). Moreover, the high stringency magnetic column selection resulted in high purity, as assessed by flow cytometry (>98% CD71+; Fig 1E) and was biased towards the desired population of CD71+(high); when closely inspected, the cell fraction retained by the column is of higher CD71+ intensity (Fig 1E, 1F) compared to the unretained population in the CD71- fraction (Fig 1F). The total cell yield from a typical single 10 cm dish of cultured EBs is 5-10x10^6^ cells (see Methods); we obtain typically around 1–2 x10^6^ CD71+ cells per plate. The cell numbers required for most molecular assays can be attained by scaling appropriately. In conclusion, we have developed a simple, scalable protocol for isolating a pure erythroid cell population from a single plating.

### Erythroid cells from EB cultures are uniformly derived from the primitive lineage

To determine the nature of the EB-derived erythroid cells, we next compared DNA accessibility (determined by ATAC-seq) of the EB-derived CD71+(high) erythroid population with both primitive and definitive primary erythroid cells [19]. As demonstrated by the DNA accessibility profile of embryonic-specific genes at the globin loci, results from EB-derived cells most closely resemble primitive erythroblasts (Fig 2A). By performing principal component analysis (PCA) of all ATAC-seq peaks called in each dataset, we found that EB-derived cells clustered with primary primitive erythroid cells (E10.5 blood) at a genome-wide level (Figs 2B and S1A). This clustering persisted with no discernible pattern associated with red cell differentiation staging; ATAC-seq data from E9.5, E10.5 and E11.5, representing early to more mature primitive erythroid cells respectively [11, 32, 33] cluster with EB-derived populations separated based on the CD71/Ter119 markers from less mature (CD71+ only, S1) to more mature erythroid cells (CD71+/Ter119+ double positive, S1) (S1B and S1C Fig) [28].

**Fig 2:**
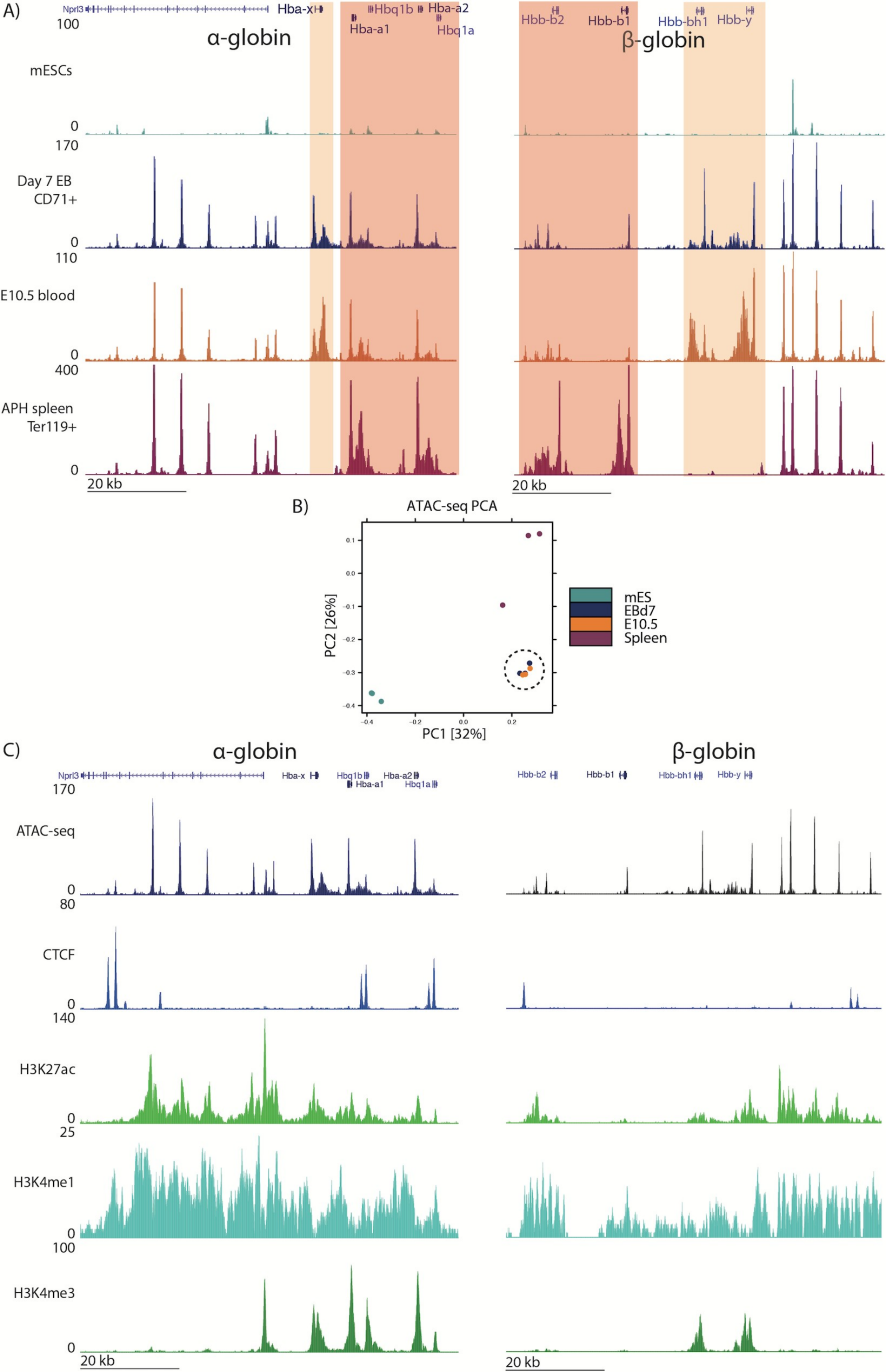
The EB-derived erythroid population resembles embryonic primary red cells by chromatin assays. A) ATAC-seq tracks for the α- and β-globin loci (chr11:32,131,800–32,204,799 and chr7:110,952,000–111,027,999, respectively) from mESCs and erythroid cells from day 7 EBs, E10.5 embryonic blood and Ter119+ erythrocytes from adult APH-treated spleen. Tracks are RPKM-normalized and averaged over three biological replicates. Embryo-specific globin genes are highlighted in orange; adult globin genes are highlighted in pink. Other visible peaks represent erythroid-specific enhancer elements. B) PCA plot of genome-wide ATAC-seq peaks from the tissues shown above. EB-derived cells cluster with E10.5 primary erythroid cells (highlighted by the dashed circle), away from mESCs and spleen-derived erythrocytes. C) ChIP-seq tracks for CTCF and histone marks (H3K27ac and H3K4me1 for enhancers and H3K4me3 for promoters) in EB-derived erythrocytes at the α-and β-globin loci. ChIP-seq data are shown as average tracks across two biological replicates, normalized by RPKM.

To complete the characterization of the chromatin state of EB-derived erythroid cells, we performed ChIP-seq for CTCF and a number of key histone modifications that typically mark active regulatory elements (Fig 2C). Comparison of the genome-wide chromatin state shows EB-derived erythroid patterns recapitulate these observed in primary E10.5 embryonic blood [34]. Peaks called from ChIP-seq datasets shows closer overlap between EB-derived erythroid state and that of primary embryonic E10.5 erythroblasts (S1D Fig); most strikingly shown in the H3K4me3 dataset clustering (marker of active promoters) [35], semi-synchronous E10.5 erythroblasts form almost a subset of a more heterogeneous primitive EB-derived CD71+(high) (S1D Fig, lower Venn diagram). Together, the chromatin profiling data indicate that the CD71+(high) EB fraction represents a primitive-like erythroid state at the population level.

Finally, to confirm that EB-derived CD71+(high) cells represent a homogeneous population of primitive-like erythroid cells, we used single-cell RT-PCR to compare expression of a panel of 40 genes previously shown to discriminate between the primitive and definitive erythroid lineages across a range of differentiation stages (S3 and S4 Tables) [33, 36]. For primitive primary erythroid cells, we collected blood from embryonic days E9.5, E10.5 and E11.5, representing semi-synchronously differentiating primitive red cells in circulation [11, 29–33]. For definitive erythroid cells, we used established CD71/Ter119-based immunophenotyping and isolated S1–S3 gates [28] from mouse fetal liver and adult acetylphenylhydrazine-treated (APH) spleen, representing an early (S1) and later (S3) stage of definitive erythroid maturation. For EB-derived erythroid populations, we isolated CD71+ cells which were either positive (S3) or negative (S1) for Ter119 (S2A Fig). Focusing on the globin genes, we found that all primary cells showed expected patterns of expression: adult *Hba*-*a1*/2 genes were expressed in both primitive and definitive cells, *Hbb-b1/2* genes were exclusively transcribed in definitive cells, whereas embryonic *Hba-x* and *Hbb-y* genes were only detected in primitive cells (Fig 3A). All globin genes showed increased expression with cell maturation (Fig 3A). Importantly, all EB-derived cells were simultaneously positive for both embryonic and adult alpha globin expression, demonstrating that the CD71+ EB population is uniformly comprised of the primitive lineage (Fig 3A). By relative expression levels, EB-derived cells most closely resembled E9.5 cells, suggesting that they predominantly represent an early stage of erythroid differentiation.

**Fig 3:**
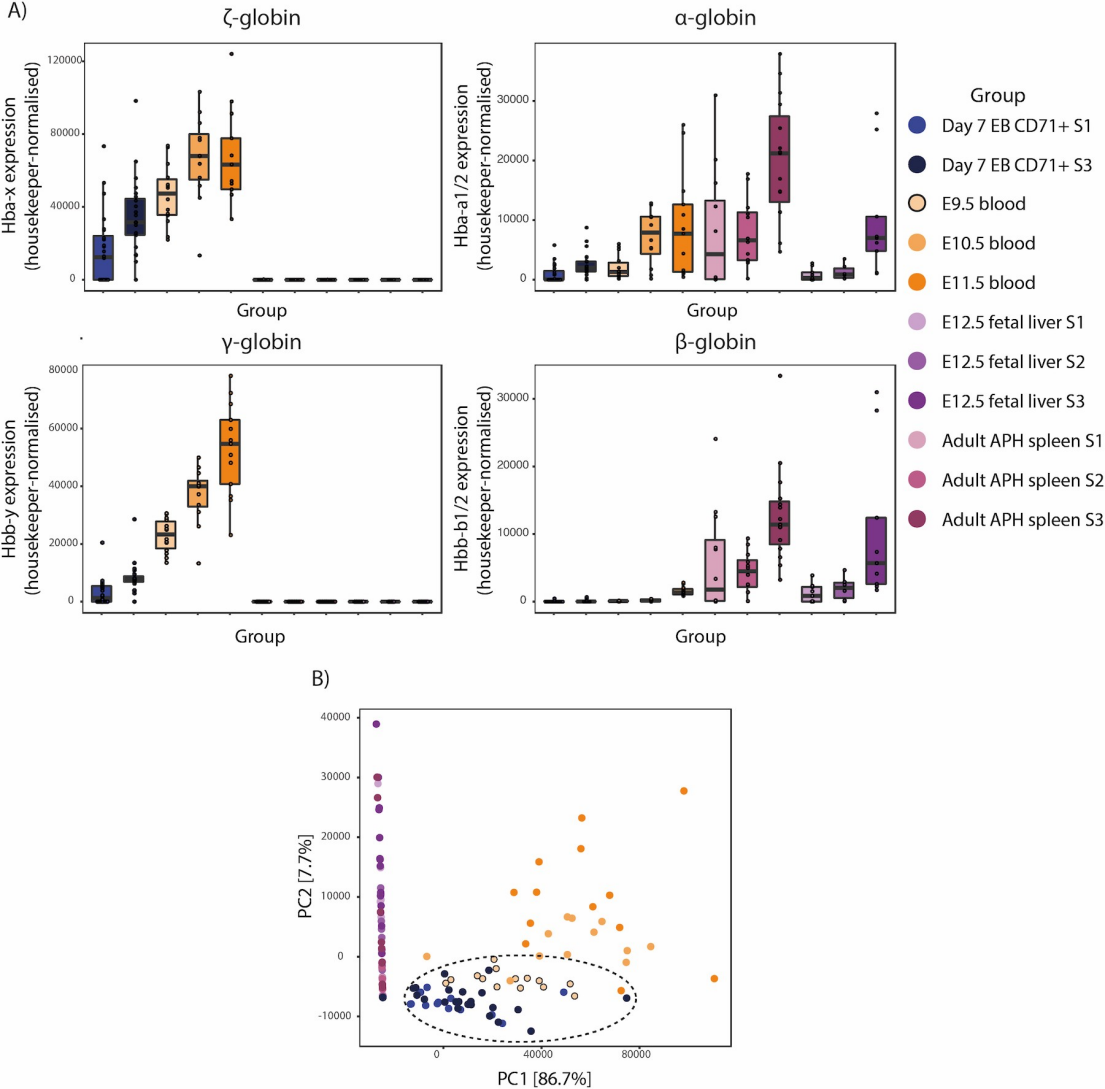
EB-derived erythrocytes are uniformly of the primitive lineage. A) Single-cell RT-PCR (Biomark System, Fluidigm) from FACS-sorted primary and EB-derived erythroid cells as indicated in the colour coded groups for embryonic (*Hba-x* and *Hbb-y*) and adult (*Hba-a1/2* and *Hbb-b1/2*) globin genes. B) PCA of expression data from a panel of 40 probes used for single-cell RT-PCR (Biomark System, Fluidigm) to distinguish primitive and definitive lineages of specific differentiation stages. EB-derived erythroid cells (dark and light blue dots) most closely resemble E9.5 primary cells (orange circles with a black outline) as indicated with the black dotted circle.

The same trend was true using PCA across all gene expression data (gene list in S3 and S4 Tables): all EB-derived erythroid cells clustered with primitive erythroid cells (particularly with E9.5), and were distinct from definitive cells (Fig 3B). Data for representative individual probes confirmed this finding with expression greatly enriched in either primitive or definitive tissues, as expected (S2B Fig). Furthermore, PCA analysis excluding the globin gene data still distinguished between the major populations (S2C Fig). Although representing a subset of the transcriptome, the molecular signature presented in this expression dataset provides strong evidence that the spontaneously differentiated erythroid output of EB day 7 is uniform and represents the primitive erythroid pathway.

### Genetically modified EB-derived erythroid cells recapitulate the phenotype of their *in vivo* derived counterparts

When substituting *in vivo* models with *in vitro* cell systems, one must have confidence that the latter faithfully recapitulates the former [3, 37, 38]. We therefore compared the phenotypes of specific genetic manipulations in EB-derived cells with their counterparts in primary cells. We used the α-globin gene cluster as a well characterized model of mammalian gene expression. The α-globin genes are expressed and similarly regulated in both embryonic and adult red cells [34]. We initially showed that the pattern of α-globin-like gene expression in the EB-derived erythroid cells closely resembles that seen in normal *in vivo* primitive erythropoiesis (Fig 3A). To test whether key regulatory elements in this multi-gene locus acted similarly in EB-derived erythroid cells and primary *in vivo* mouse erythroid cells, we analysed the molecular phenotype of erythroid cells derived from genetically modified mESCs and their corresponding *in vivo* mouse models. Deletion of one of the major enhancers of the adult α-globin genes, R1, reduces the expression of alpha globin by 40% in definitive erythroid cells [20]; the same effect is seen in E10.5 primitive red cells with no associated effect on ζ-globin [34]. R1 was deleted from both alleles in ΔR1 mESCs and EB-derived erythroid cells were isolated and analysed for gene expression. ΔR1 EB-derived erythroid cells show downregulation of α-globin as observed in the equivalent mouse model both in E10.5 primitive and fetal liver definitive erythroid cells (Fig 4A). No effect on ζ-globin is observed in ΔR1 EB-derived red cells as in primary E10.5 erythroid cells (Fig 4A) [34].

**Fig 4:**
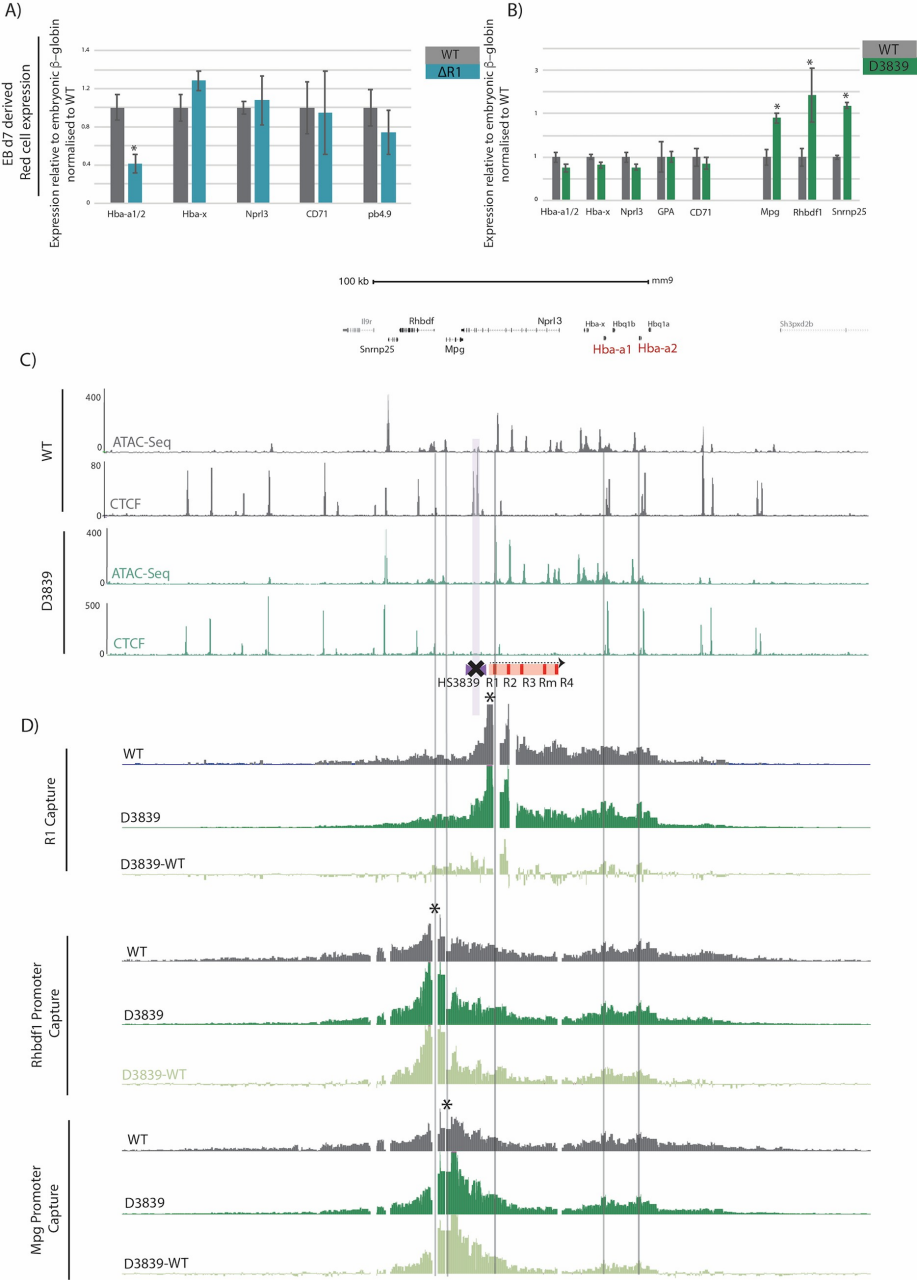
EB-derived ΔR1 erythroid cells recapitulate the molecular phenotype of their *in vivo* mouse-derived ΔR1 erythrocytes. A) Expression data for indicated genes based on mature transcripts from enhancer R1 knock out mESCs (ΔR1) day 7 EB-derived erythroid cells, normalized to the embryonic β-globin genes. Levels are shown relative to wildtype day 7 EB-derived erythroid cells (WT). Bars represent mean values from at least six independent differentiations; error bars represent standard deviation of the mean. Student’s *t*-test *P <0.001. B) Expression data for indicated genes based on mature transcripts from CTCF (HS38-39) knock out mESCs (D3839) day 7 EB-derived erythroid cells, normalized to the embryonic β-globin genes. Levels are shown relative to equivalent wildtype cells (WT). Bars represent mean values from at least six independent differentiations; error bars represent standard deviation of the mean. Student’s *t*-test *P <0.001. C) RPKM-normalized ATAC-seq and CTCF ChIP-seq tracks averaged for three replicates of wildtype and D3839 erythroid cells, both derived from day 7 EBs. D) Differential interactions (by NG-Capture-C) of α-globin regulatory regions and flanking genes between WT and D3839 d7 EB-derived erythroid cells. Capture-C data for the indicated viewpoints (black asterisks) in WT and D3839 erythroid cells are shown. Data representing at least 3 independent differentiation for two independently generated clones were used. Differential tracks show a subtraction (D3839-WT) of the mean number of normalized meaningful interactions per restriction fragment.

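NG Capture-C counts how often a chosen restriction fragment, the viewpoint, was ligated to every other fragment after crosslinked chromatin was digested and religated. The authors deposited counts of interactions per DpnII fragment and viewpoint, without normalization, for CD71+ cells from day 7 EBs. There were 3 WT and 3 D3839 libraries for each of 2 captures. One capture held the R1 enhancer and the other held the promoters of Rhbdf1 and Mpg, and these are the 3 viewpoints of Fig 4D. The paper's text does not name the software used for alignment or the treatment of duplicate reads, and both steps lie before the counts. Positions are on chromosome 11 of mm9. No interactions were listed for any viewpoint with the stretches around the viewpoints of its own capture. These stretches ran from 32144385 to 32146902 for R1, from 32121404 to 32123501 for Rhbdf1 and from 32126077 to 32126672 for Mpg.

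The R1 viewpoint had 25720 to 65861 interactions per WT library (median 64549) and 44858 to 69860 per D3839 library (median 69649). The promoter libraries differed more in depth. Rhbdf1 had 10345 to 19165 interactions per WT library (median 10869) and 26350 to 39202 per D3839 library (median 36598). For Mpg the range was 11987 to 23222 in WT (median 12122) and 33560 to 51900 in D3839 (median 49425). The share of interactions on chromosome 11 (cis) at the R1 viewpoint was 66.4% ± 1.81 (SD, n = 3) in WT and 76.5% ± 2.10 in D3839. It was 58.2% ± 3.03 and 74.8% ± 2.39 at the Rhbdf1 viewpoint, and 53.2% ± 1.88 and 70.7% ± 1.98 at the Mpg viewpoint. Every D3839 library had a higher cis share than every WT library at these viewpoints (exact two-sided permutation test, p = 0.1 for each, the smallest p that 3 libraries against 3 allow). Interactions were therefore compared as shares of the cis interactions of each library. A share of 3 counts, taken as the smallest that can be shown, was 0.00547% of cis interactions in the deepest of these libraries and 0.0530% in the shallowest. Binomial intervals and these floors cover counting error only. The labels give no sequencing batch, and each genotype was prepared in libraries of its own, so a batch that followed the genotype could not be told apart from it.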

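The D3839-WT difference was computed for each fragment from the mean interactions of the 3 libraries per genotype, scaled to 100000 cis interactions per library. The fragments of the window in Fig 4D ran from 32007921 to 32281294. Of the 609 fragments with R1 interactions there, 271 (44.5%, 95% Wilson interval 40.6 to 48.5) had a positive difference. For Rhbdf1 it was 308 of 588 fragments (52.4%, interval 48.3 to 56.4), and for Mpg 267 of 595 (44.9%, interval 40.9 to 48.9). Neighbouring fragments are not independent replicates. The scaling changed these shares most. Without any scaling, positive differences made up 65.9% for R1, 94.4% for Rhbdf1 and 95.6% for Mpg. With the interactions on every chromosome as the total, every log2 ratio rises by 0.20 for R1, 0.36 for Rhbdf1 and 0.41 for Mpg, and positive differences made up 54.0%, 67.7% and 63.7% of the fragments. Regions were compared relative to cis interactions.

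Positive differences of the Rhbdf1 viewpoint were found at 57 of 60 fragments of the stretch with Snrnp25, Rhbdf1 and Mpg, 55 of 65 fragments around the enhancers and 68 of 77 around the globin genes. In the outer flanks they were found at 68 of 212 fragments on the 5′ side and 50 of 159 on the 3′ side. The Mpg viewpoint had them at 53 of 60, 52 of 65 and 58 of 77 fragments of the same inner stretches, and at 57 of 217 and 33 of 161 fragments of the flanks. For R1, positive differences were found at 40 of 71 fragments of the stretch with Snrnp25, Rhbdf1 and Mpg, 13 of 15 at the boundary, 20 of 60 around the enhancers and 46 of 77 around the globin genes. They were found at 63 of 225 fragments of the 5′ flank and 89 of 161 of the 3′ flank. The share of R1 interactions in the 5′ flank was lower in every D3839 library than in every WT library (log2 ratio -0.77, exact permutation test, p = 0.1).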

We also created an mESC line in which the CTCF boundary (HS38-39) was deleted in homozygosity (D3839) from the α-globin cluster as confirmed by ATAC-seq and CTCF ChIP-seq (Fig 4C) and compared the phenotype of the EB-derived erythroid D3839 cells to those from the corresponding mouse model [21]. Again, we found that the *in vitro* mESC-EB culture system largely recapitulated the *in vivo* phenotype. When compared to WT, D3839 EB-derived erythroid cells showed perturbation of gene expression similar to that reported in the D3839 mouse model [21]; the *Mpg*, *Rhbdf1*, and *Snrnp25* genes, located 5′ of the deleted boundary, were upregulated (Fig 4B). Furthermore, an extension of the enhancer/promoter interaction domain to include promoters of the perturbed genes was also revealed by Capture-C in D3839 EB-derived erythroid cells (Fig 4D) as described in the D3839 mouse model [21]. 

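The stretch with Snrnp25, Rhbdf1 and Mpg (the 5′ genes) was taken as the 71 DpnII fragments from 32104923 to 32135188. It held 9.32% ± 1.35 (SD, n = 3) of the cis interactions of R1 in WT and 10.1% ± 0.850 in D3839 libraries, from 1875 to 5327 interactions per library. The log2 ratio was 0.12 (standard error 0.138). The libraries of the genotypes overlapped, so the difference was not larger than their spread (exact two-sided permutation test, p = 0.4). Over single fragments, WT libraries differed by more than counting noise. Chi-square per degree of freedom was 10.36 and 11.52 between WT replicate 1 and the others, and 3.404 between replicates 2 and 3. Between D3839 libraries it was 1.051 to 1.364. The overlap therefore does not show that the share was unchanged. With each library left out in turn, the log2 ratio lay between 0.03 and 0.23. It moved most with the interactions on every chromosome as the total, to 0.32. That total adds 0.20, which reflects the higher cis share of D3839. With each trans fragment counted once, the cis shares of R1 were 76.65% in WT and 77.52% in D3839. Repeated trans counts in WT libraries could therefore account for the change. Cis counts were not reduced in the same way, however, and WT libraries had more trans interactions per fragment (1.66 against 1.06). Counting trans fragments once thus had to raise the WT cis share more, so the cause is not settled. With all interactions as the total the genotypes separated narrowly (highest WT library 7.290%, lowest D3839 library 7.292%, exact permutation test, p = 0.1). They also separated without WT replicate 1 (9.08% and 9.52%, exact permutation test, p = 0.2, the smallest that 2 against 3 allow), and they overlapped under the other totals, exclusions and regions and with any other library left out. With same-numbered libraries paired as a block, it was 0.12, and the share was higher in D3839 in all 3 pairs, with log2 ratios from 0.04 to 0.23 (exact paired permutation test, p = 0.25, the smallest that 3 pairs allow). Across 59 bins, however, same-numbered libraries did not vary together (correlation of their deviations -0.171).

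The boundary stretch between 32135189 and 32139864 held 4.52% ± 0.208 of R1 interactions in WT and 5.69% ± 1.00 in D3839 (log2 ratio 0.33, exact permutation test, p = 0.1). The log2 ratio lay between 0.18 and 0.41 across the fits that each left out a library. The supplementary methods state that the CTCF consensus sequences were replaced by ScaI sites, and all 15 fragments of this stretch had R1 interactions in every library, with at least 14 counts in WT and 55 in D3839. R1 interactions with the Rhbdf1 promoter stretch were 0.703% ± 0.108 in WT and 0.822% ± 0.0985 in D3839 (exact permutation test, p = 0.3). With the Mpg promoter stretch they were 0.388% ± 0.0773 and 0.467% ± 0.0230 (exact permutation test, p = 0.2). With the Snrnp25 promoter stretch they were 0.585% ± 0.156 and 0.378% ± 0.0484 (exact permutation test, p = 0.2). Libraries of the genotypes overlapped at each of these promoters. With the Nprl3 promoter stretch, on the side of the cluster, R1 interactions were lower in every D3839 library, 1.86% ± 0.278 in WT and 1.31% ± 0.111 in D3839 (log2 ratio -0.51, exact permutation test, p = 0.1). Read from the Nprl3 promoter, a viewpoint of the promoter capture, the share with the R1 stretch was not lower. It was 1.12% ± 0.161 in WT and 1.15% ± 0.151 in D3839, with overlapping libraries (exact permutation test, p = 0.9).

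For single fragments, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment covered the 841 fragments with at least 20 counts over the 6 libraries. It called 0 fragments gained and 0 lost at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 45 higher and 141 lower in D3839, and 13 of the higher ones lay in the 5′ genes. In counts simulated with the common dispersion of the R1 libraries (0.203) for every fragment, 1.5% of 200 fragments changed 2-fold were recovered. Real fragments differed in precision. Among those in the promoter stretches, standard errors of the log2 ratio ran from 0.160 to 0.446. The simulation therefore does not give the power for each fragment, and what could be detected was not settled. Other settings changed the calls. TMM factors gave 13 gained fragments, 7 of them in the 5′ genes, and a library size of all interactions gave 12. The DESeq2 Wald test gave 38 gained and 44 lost, and leaving out WT replicate 1 gave 19 gained and 37 lost. No filter on low counts gave 6 gained and 68 lost, and at least 60 counts gave 10 and 5. A replicate block in the model gave 4 gained and 18 lost. Among fragments higher in D3839, the smallest adjusted p was 0.0744, shared by 4 fragments that are named after their values were seen. They start at 32132754 (log2 ratio 1.20), at 32122692 in the Rhbdf1 promoter stretch (1.10), at 32148396 (0.92) and at 32128762 (1.52). In the same promoter stretch, the fragment starting at 32121994 went the other way (log2 ratio -1.605, unadjusted p = 0.0053, adjusted p = 0.114, edgeR). The remaining fragments of that stretch had log2 ratios of 0.22 to 0.41. From the profiles in Fig 4D, the paper states that the domain of interactions extends over these promoters in D3839 cells, as in the mouse model.

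**Figure D1:**
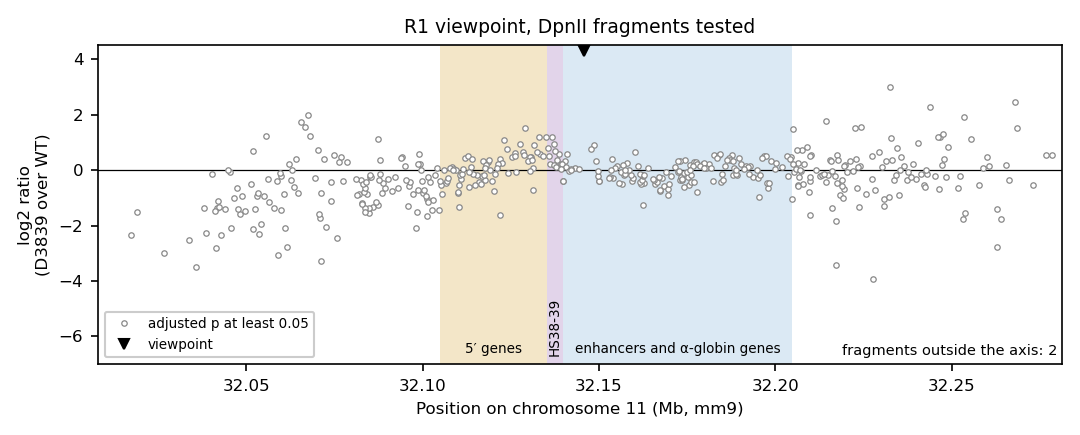
Log2 ratio of R1 interactions (D3839 over WT, y axis) for each tested DpnII fragment of the Fig 4D window that lies within the axis, against its position on chromosome 11 (Mb, mm9, x axis). Open circles are fragments with an adjusted p of at least 0.05, which here is every one of those plotted, the triangle marks the viewpoint, and the shading marks the 5′ genes, the boundary and the cluster. The fragment starting at 32128762 lies at 1.52.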

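The α-globin cluster with its enhancers was taken as the 147 fragments from 32139865 to 32204781. It held 15.1% ± 0.464 (SD, n = 3) of the cis interactions of the Rhbdf1 promoter in WT and 20.8% ± 1.51 in D3839 libraries, from 852 to 5767 interactions per library, a log2 ratio of 0.46 (standard error 0.0650). For the Mpg promoter the shares were 14.7% ± 0.456 and 18.9% ± 1.65, from 897 to 6642 interactions, a log2 ratio of 0.37 (standard error 0.0756). Both differences exceeded the spread between libraries, and every D3839 library was above every WT library (exact two-sided permutation test, p = 0.1 for each, which 3 against 3 cannot go below). Leaving out each library in turn gave log2 ratios of 0.40 to 0.50 for Rhbdf1 and 0.29 to 0.41 for Mpg. With same-numbered libraries paired as a block the log2 ratios were 0.46 and 0.36, although the deviations of same-numbered libraries correlated by only -0.131 and -0.152.

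Within the cluster, the Rhbdf1 promoter gained with the enhancers (log2 ratio 0.48) and with the globin genes (0.45), and the Mpg promoter gained by 0.53 and 0.25. With a library left out, the 0.25 became 0.14 to 0.31. The stretch around R1 held 0.485% ± 0.00733 of Rhbdf1 interactions in WT and 0.899% ± 0.134 in D3839 (exact permutation test, p = 0.1). It held 0.477% ± 0.0153 and 0.899% ± 0.0422 of Mpg interactions (exact permutation test, p = 0.1). For the stretch around R2, from 32150164 to 32152574, Rhbdf1 interactions were 0.707% ± 0.0791 and 0.876% ± 0.0946, with libraries of the genotypes overlapping (exact permutation test, p = 0.2), and Mpg interactions were 0.582% ± 0.134 and 0.895% ± 0.0493 (exact permutation test, p = 0.1). Fragments of the R2 stretch with an adjusted p under 0.05 numbered 0 for both promoters, with 1 higher for Rhbdf1 and 4 for Mpg at an unadjusted p under 0.05. With the 5′ genes the log2 ratio was 0.79 for Rhbdf1 and 0.80 for Mpg. Both viewpoints lie inside this stretch, and they gained by 0.64 and 0.74 with their surroundings within 30 kb. The Il9r promoter, farther 5′ and read in the same libraries, gained by 0.73 with its own surroundings within 30 kb. A shift of contacts towards short distances was therefore not ruled out for the gains of Rhbdf1 and Mpg with the 5′ genes. The Snrnp25 promoter, also in these libraries, had 13.0% ± 0.140 of its cis interactions in the cluster in WT and 13.0% ± 1.40 in D3839 (exact permutation test, p = 1). Its share with the enhancers was lower in every D3839 library, 4.97% ± 0.256 in WT and 4.17% ± 0.405 in D3839 (log2 ratio -0.25, exact permutation test, p = 0.1), while that with the globin genes had a log2 ratio of 0.12 (exact permutation test, p = 0.3). As shares of all interactions, the log2 ratios of Snrnp25 were 0.22 with the cluster, where every D3839 library was then above every WT library (exact permutation test, p = 0.1), -0.02 with the enhancers and 0.35 with the globin genes.

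The edgeR test covered 453 fragments for Rhbdf1 and called 37 gained and 7 lost. Of those gained, 25 lay in the 5′ genes, 3 in the boundary stretch and 9 in the cluster. For Mpg it covered 514 fragments and called 43 gained and 7 lost, with 23 gained in the 5′ genes, 11 in the boundary stretch and 9 in the cluster. Simulated 2-fold changes of 200 fragments were recovered in 50% for Rhbdf1 and 40% for Mpg. With a replicate block there were 28 gained for Rhbdf1 and 43 for Mpg. The number gained in the cluster depended on the setting. For Rhbdf1 it was 3 with TMM factors, 1 with DESeq2, 1 without a filter, 3 with the block, 2 without WT replicate 1, 19 with at least 60 counts and 67 with all interactions as library size. For Mpg it was 16, 8, 1, 10, 4, 14 and 49 under the same settings.

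The smallest adjusted p among fragments gained by Rhbdf1 was at 32123502 to 32124263, with 304.5 ± 15.6 interactions per 100000 in WT and 860.5 ± 45.0 in D3839 (log2 ratio 1.48, adjusted p = 2.45e-08, edgeR). Next were the fragments starting at 32124427 (log2 ratio 1.36) and at 32118904 (1.33). All 3 lie close to the viewpoint, at 1.43, 2.80 and 3.22 kb, where a shift of contacts towards short distances was not ruled out. Within the R1 stretch, the fragment from 32145279 to 32146566 gained (log2 ratio 1.20, adjusted p = 0.00078, edgeR), as did the one starting at 32146567 (0.96, adjusted p = 0.023). Those starting at 32144385 and 32146861 were not called. The fragments lost with the smallest p start at 32232333 (log2 ratio -2.70), 32217255 (-1.73) and 32234046 (-1.95), all on the 3′ side of the cluster. Their counts were low, at most 13 per library. The first had 7, 6 and 4 in WT and 3, 3 and 2 in D3839 libraries. For Mpg the leading gain was at 32128762 to 32129460, from 400.5 ± 33.1 to 1403 ± 118 (log2 ratio 1.80, adjusted p = 7.49e-22, edgeR), followed by the fragment starting at 32129461 (1.47) and again the one at 32123502 (1.56). These too lie close to their viewpoint, at 2.74, 3.48 and 2.49 kb, so the same limit holds for them. The fragment of the R1 stretch from 32145279 gained by 0.98 (adjusted p = 0.00285, edgeR). Those starting at 32146567 (1.29, adjusted p = 0.00234, edgeR) and 32144385 (0.84, adjusted p = 0.0059, edgeR) also gained, and the one at 32146861 was not called. Of the 7 fragments lost by Mpg, the 3 with the smallest p start at 31784877 (log2 ratio -2.42), 32209895 (-1.40) and 32084889 (-1.44). Counts of these were low as well, at most 16 per library. At 31784877 there were 6, 6 and 0 in WT and 2, 2 and 4 in D3839 libraries.

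**Figure D2:**
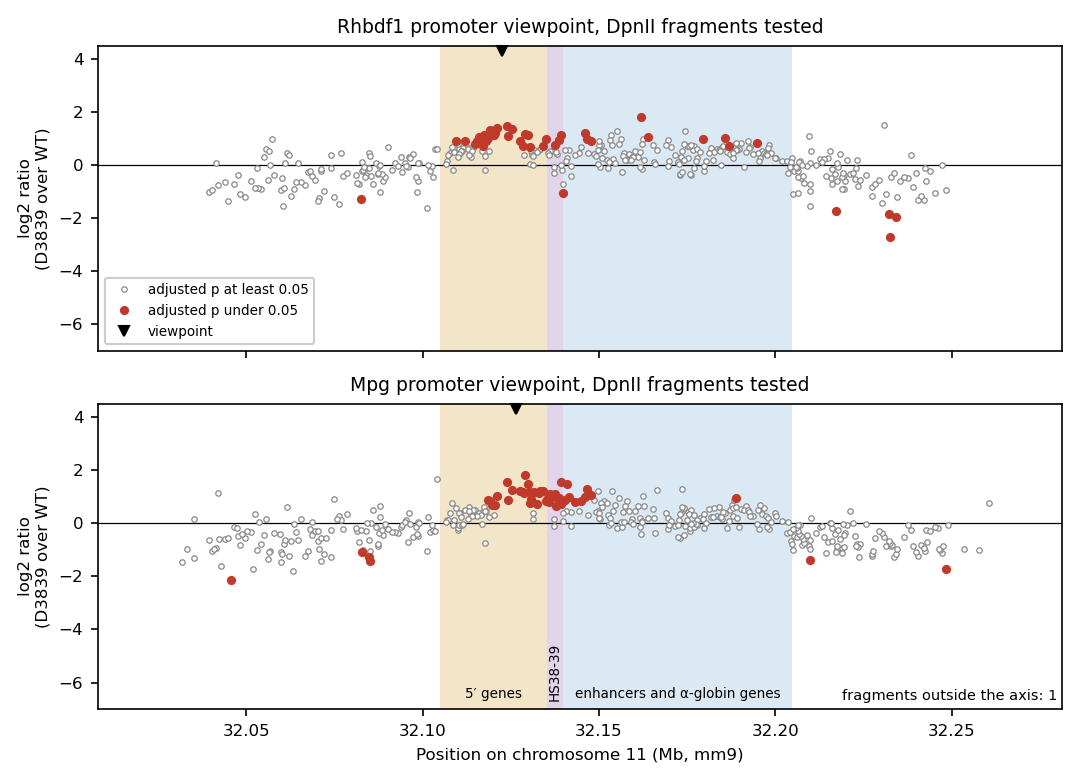
Log2 ratio of interactions (D3839 over WT, y axis) of the Rhbdf1 promoter (upper panel) and the Mpg promoter (lower panel) for each tested DpnII fragment of the Fig 4D window that lies within the axis, against its position on chromosome 11 (Mb, mm9, x axis). Red points have an adjusted p under 0.05, open circles do not, triangles mark the viewpoints, and shading marks the 5′ genes, the boundary and the cluster. Gained fragments in the cluster number 9 in each panel.

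**Figure D3:**
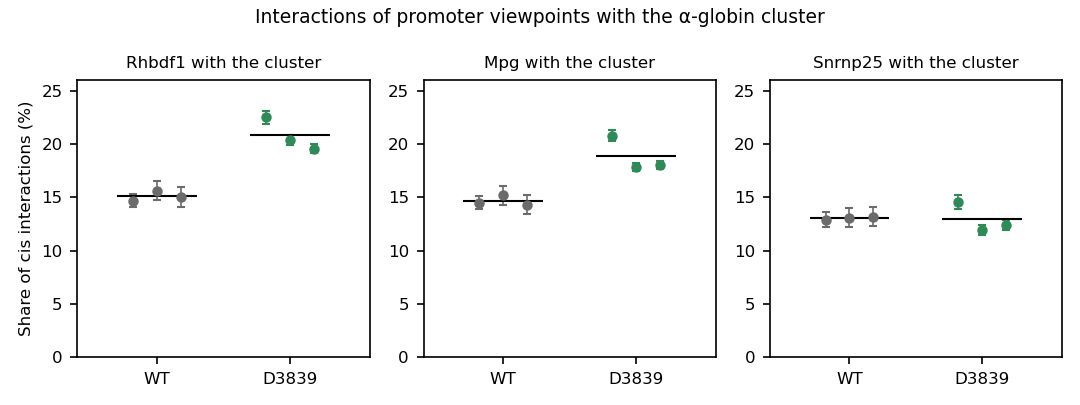
Share of cis interactions (%, y axis, from 0) that the Rhbdf1, Mpg and Snrnp25 promoters had with the α-globin cluster in WT and D3839 (x axis). Points are the 3 libraries per genotype, bars their 95% Wilson intervals and lines the means, which rise from 15.1 to 20.8 for Rhbdf1 and from 14.7 to 18.9 for Mpg and are 13.0 in both genotypes for Snrnp25.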

The perturbed chromatin interaction profile is captured both from the α-globin R1 enhancer as well as the promoters of the affected genes (*Rhbdf1* and *Mpg*); the subtraction tracks (D3839-WT) indicate a gain in significant chromatin interactions between *Mpg*, *Rhbdf1* promoters and the α-globin cluster (Fig 4D). Recapitulating the complex phenotype of the HS38-39 boundary deletion supports the argument for the mESC-EB system as a faithful *in vitro* model for dissecting complex molecular mechanisms and address current outstanding questions such as the relationship between genome structure and function.

### EB differentiation can be miniaturized to a 96-well format

Rather than calling for mid-to-large numbers of cells of a single genotype, many experimental designs will instead require simultaneous *in vitro* differentiation of multiple mES lines, at a manageable and affordable scale. This is particularly the case for screening-style assays employing large numbers of genetic manipulations, or for testing many small molecules in a high-throughput manner.

To make mESC differentiation scalable for a broader range of applications, we optimized conditions for EB cultures using a 96-well plate format (Fig 5A). By plating a range of cell numbers (100–1200) into 200 μl differentiation media in individual wells of uncoated plasticware, we found that EBs could be formed as seen for bulk cultures; EB-derived erythroid cells from the miniaturized protocol are comparable to those obtained using 10 cm dish format, as judged by flow cytometry and cell morphology (Fig 5B). In addition to the 96-well plate manufacturer, the initial plating density of mESCs was critical for the characteristics of EB formation: higher cell densities at the time of plating resulted in the formation of fewer, larger EBs (S3A Fig). The differences in EB aggregation properties had consequences on erythropoiesis: the percentage of CD71+ erythroid cells decreased with increasing EB size (Figs 5C and S3C). We found the optimal plating density for maximal CD71+ erythroid cell output is between 200 to 400 mESCs per well (Fig 5C).

**Fig 5:**
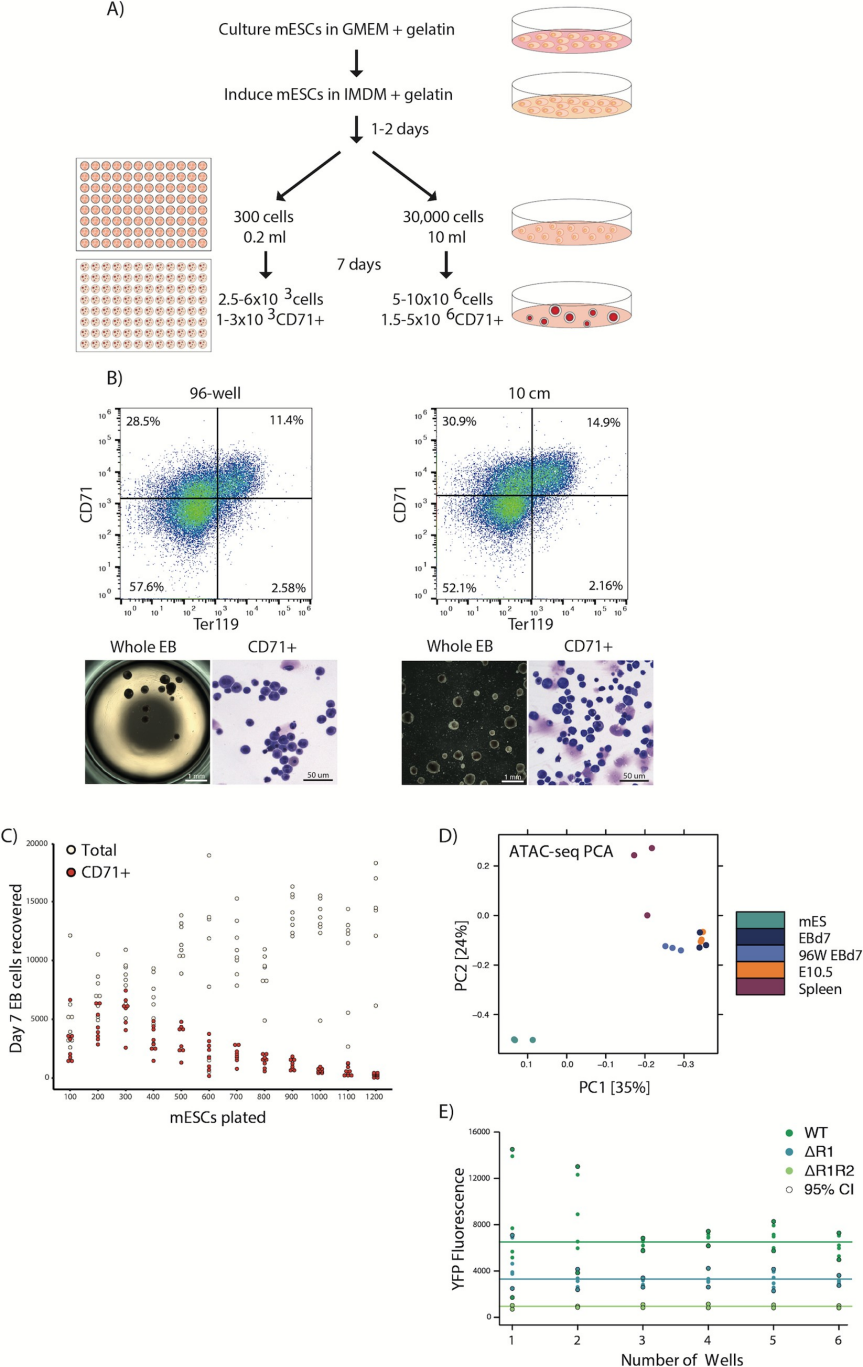
EB differentiation scaled down to a 96-well format. A) A schematic comparison of protocols for 10 cm-dish format and miniaturized 96-well plate EB differentiation. B) Characterization of the erythroid output from miniaturized EB differentiation by flow cytometry for CD71 and Ter119 erythroid markers, gross-scale microscopy of whole EBs and cellular MGG staining. Whole EB images show a single 96-well and a sample of a 10 cm dish, respectively. C) Total and CD71+ cell counts from day 7 EBs for a range of mESCs plating densities in 200 μl differentiation media in 96-well format. Optimal CD71+ output is at around 300 cells/well. D) PCA plot of genome-wide ATAC-seq peaks, as in Fig 2B, with the addition of CD71+ cells from 96-well EBs (96W d7EB). 96-well miniaturized EB culture clusters with bulk day 7 EB-derived cells (EBd7) and E10.5 embryonic erythrocytes away from mESCs and spleen-derived erythrocytes. E) Median YFP fluorescence readings from erythroid cells from 1–6 combined wells of a 96-well plate containing EBs for three genetically engineered α-globin YFP-tagged mESC lines: wildtype (WT), enhancer R1 knockout (ΔR1) and enhancers R1, R2 knockout (ΔR1R2). Solid lines indicate the average median YFP fluorescence for each cell line. Points highlighted with a black outline represent the 95% confidence interval (CI) values for each dataset. Combining 3 wells is enough to reduce output variability/genotype.

To further validate the equivalence of 96-well EB-derived erythroid cells to those from the routine 10 cm dish culture, we applied the column CD71+ purification to a pool of 96-well EBs and performed ATAC-seq. As for conventionally cultured EB-derived cells, the 96-well EB-derived isolated erythroid cells showed specific chromatin accessibility over the embryonic globin genes and clustered together with primitive cells by genome-wide analysis of ATAC-seq data (Figs 5D and S3B). Together, these results indicate that it is possible to scale down the haematopoietic EB differentiation procedure to a miniaturized 96-well format, without compromising the efficiency and faithfulness of differentiation.

Variability in EB size and haemoglobinization is common in both large- and small-scale cultures [39]. The resulting impact on globin gene expression from single cells (as seen in Fig 3A) is generally averaged out when plating and analysing populations at a large scale, minimising any potential plate-to-plate experimental variability. However, the potential impact of well-to-well experimental variability could be severe when harvesting just a few EBs at a time, due to poor sampling of the erythroid populations. Although we optimized plating density conditions to maximize the CD71+ cell output per well, it was unclear whether this number of erythrocytes (~1-3x10^3^ CD71+ cells from 1–10 EBs per well) would be sufficient to provide a reliable readout of gene expression.

To that end, we studied the variation in α-globin-YFP fluorescence levels from EBs from three genetically modified mESC lines, each of which produces a different level of fluorescence (Fig 5E). The parental WT α-globin-YFP line (as used in Fig 1C) sets the maximum possible signal output from the locus; the ΔR1 line produces a reduced signal (~40% reduction); the ΔR1R2 line sets the lowest signal in the panel, reflecting the dramatic reduction (~90%) of alpha-globin expression seen in the absence of these two major enhancers [20]. Using this panel to calibrate the system, we found that combining EBs from three wells (representing a of total ~12,000 CD71+ cells) was sufficient to lower the variation between readings; combining further wells beyond this number did not improve the data quality.

The ease of sample processing in a 96-well format makes this miniaturized format the optimal system when managing large numbers of clones in parallel. For more modest experimental designs, it is also possible to differentiate cells in a 24-well plate to reduce the need to combine multiple wells (S3D Fig).

## Discussion

The use of reliable and scalable *in vitro* cellular systems in which the cells produced have been well-characterised will be of great utility in facilitating research whilst reducing animal use and associated time and costs. In this report, we have addressed and developed solutions to four important issues when using mESCs to study haematopoiesis and in particular erythropoiesis. First, we have established a scalable, erythroid-cell specific purification protocol applicable directly to disaggregated day 7 EBs without the need for laborious replating steps. Second, we have defined the developmental origin of these spontaneously differentiated EB-derived erythroid cells; they uniformly represent primitive erythropoiesis. Third, we have shown that the purified erythroid cells faithfully recapitulate chromatin accessibility, three-dimensional folding and expression phenotypes of primary cells from both wildtype and manipulated genotypes. Finally, we miniaturized the process to a 24- and 96-well format, creating a protocol that is suitable for large scale screens. We, therefore, have harnessed the mESC-EB system as a simple and scalable source of well-characterized erythroid cells for genetic manipulation and molecular investigations.

The system we present here can be applied to generate mouse primitive erythroid cells for most existing experimental assays. By plating in the bulk 10 cm dish format, we provide a cost-effective, single-plating protocol to derive tens of millions of erythroid cells in a single experiment. The cell numbers obtained make samples amenable to a wide range of molecular biology techniques including assays for DNA accessibility (ATAC-seq; ~10^5^ cells), DNA binding events (ChIP-seq; 10^6^−10^7^ cells) and chromatin conformation assays (Capture-C; 10^4^ to 10^7^ cells). At the other end of the spectrum, the system can be used to multiplex the differentiation of hundreds of genetically modified clones for mid-throughput parallel analysis. These experiments would be unachievable using mouse models. High-throughput readouts such as flow cytometry for tracking an immunophenotype or a fluorescent tag are ideally suited to this system, and make the system an attractive option for genetic or chemical screens.

We have achieved such scalability in the system by optimizing culture conditions and validating the output. One of the challenges is the inherent heterogeneity of EB growth in bulk culture [40, 41]. This increases differentiation variability in the erythroid population and renders the system unreliably noisy. Our data are in line with previous findings about the nature of erythropoiesis within EBs and the observation that particularly dense cultures of EBs favour cardiac rather than haematopoietic differentiation [42]. Successful differentiation of other lineages of all germ layers within EBs has also been found to be directly influenced by EB size [43–45]. Alternative methods such as hanging drop differentiation [40, 46] promote more uniform EB growth but are technically more challenging and not amenable to high throughput assays. Alternatively, the culture of uniform single-sized EB in a single 96-well has also been developed [47]. However, this is laborious and does not guarantee a uniform differentiation output. From our experience, the effect of EB variability is reduced in bulk cultures (10cm dishes). When we optimized for miniaturization, we maintained the same approach followed for bulk culture; plate an optimal cell number in culture dishes that allow EB aggregation, with minimal monitoring. We used the bulk culture and various reporter mESC lines to calibrate the output. Thus, the 96-well plating method we developed accounted for optimal cell numbers that reliably reported the phenotype whilst preserving the simple, cost-effective nature of the bulk culture.

Previous studies of erythropoiesis in the mESC-EB system focussed mostly on progenitor readouts in colony assays such as simple morphological assessments (colony shapes and cellular staining), limited immunophenotypic and RT-PCR evaluation of transcriptional programs. Previously, the EB differentiation system was mostly exploited to access and dissect rare populations that are otherwise inaccessible from *in vivo* models or to examine phenotypes precluded in a living organism [48–51]. The ability to harvest scalable numbers of defined cells expands the range and depth of questions that can now be addressed using the mESC-EB system. Previous attempts to produce bulk erythroid cultures from EBs have used a laborious multi-step protocol of EB growth, disaggregation and plating of progenitors, requiring the use of expensive cytokine supplements and resulting in enucleated definitive red cell output of unclear origin [30]. The spontaneously differentiated EB-derived erythroid cells described here provide an alternative simple and cost-effective approach. Although well-reported in the literature, these cells have not been well characterized. As EBs produce both primitive and definitive erythroid progenitors at various stages of their *in vitro* development, the spontaneously differentiated erythroid cells present at day 7 could be of both primitive and definitive origins. By analysing the chromatin environment and single-cell transcriptional output from the purified erythroid population we have shown that these cells uniformly resemble primitive erythroid cells.

The new protocol described here provides easy access to large numbers of well-defined mouse primitive erythroid cells. Together with the ever-expanding suite of genetic engineering and genomics tools, this work provides a robust and powerful system to address key, unanswered questions in molecular and cell biology using erythropoiesis as a model.

## Supporting information

S1 Fig Detailed ATAC-seq and ChIP-seq analyses of EB-d7 CD71 populations. (PDF) Click here for additional data file.

S2 Fig Single cell (Biomark System, Fluidigm) expression assay of EB-d7 CD71 populations. (PDF) Click here for additional data file.

S3 Fig Optimization of 96- and 24-well plate miniaturisation of the EB-d7 culture. (PDF) Click here for additional data file.

S1 Table Oligonucleotide sequences for guide RNA used for CRISPR-Cas editing. (PDF) Click here for additional data file.

S2 Table Oligonucleotide sequences for RT-qPCR primers. (PDF) Click here for additional data file.

S3 Table Oligonucleotide sequences for Biomark Taqman assays. (PDF) Click here for additional data file.

S4 Table Oligonucleotide sequences for custom Biomark Taqman assays. (PDF) Click here for additional data file.

S1 Methods Extended methods section. (DOCX) Click here for additional data file.

# Supplementary material for: Scalable in vitro production of defined mouse erythroblasts
**Source:** PLoS One. 2022 Jan 7;17(1):e0261950. doi: 10.1371/journal.pone.0261950
**Supplement:** S1 Fig

S1 Figure

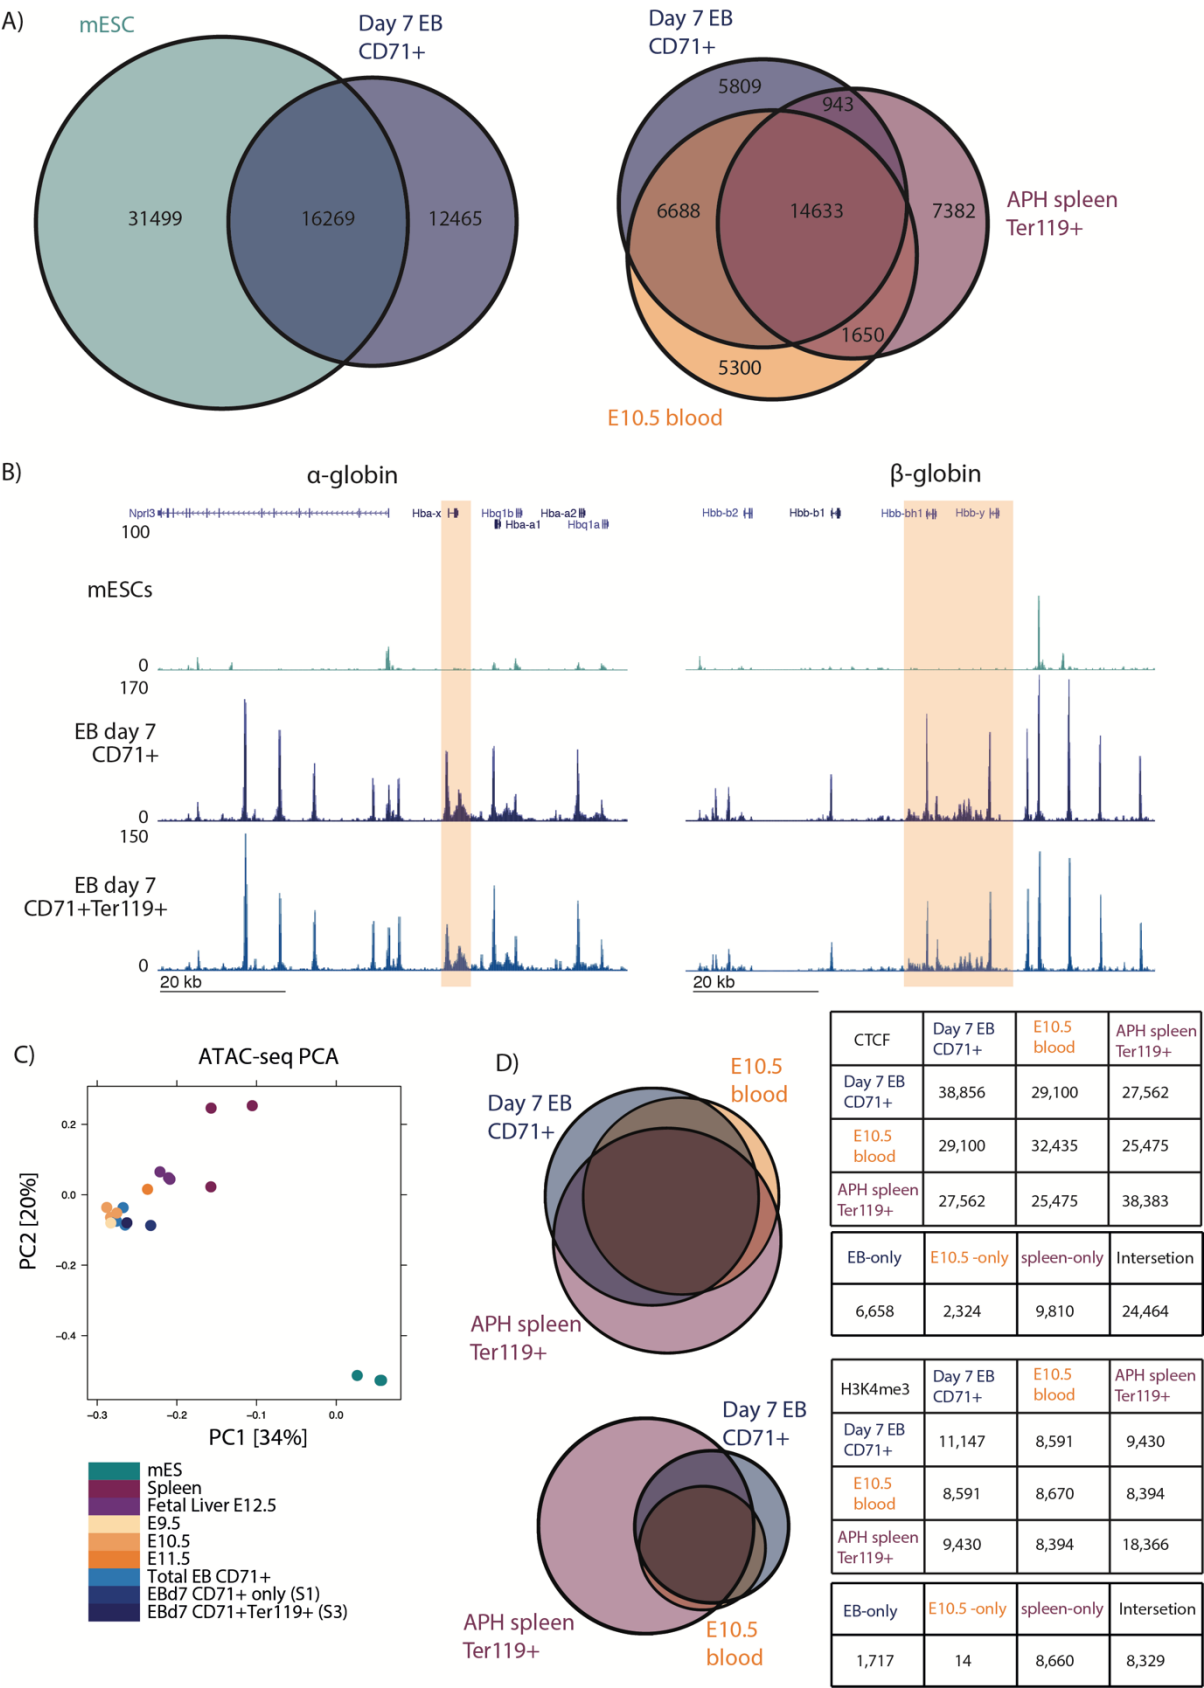

**S1 Fig:** More detailed ATAC-Seq analyses of CD71 sub-populations (CD71+ S1, CD71+/Ter119+ S3) and CTCF and H3K4me3 ChIP-Seq data confirm the primitive nature of these populations.

**A)** Venn diagrams of overlapping accessible regions between tissue datasets. Peaks were included in the analysis (if present) in data from three biological replicate tracks. Left: mESCs vs EB-derived cells; Right: EB-derived, primitive and definitive erythroid cells.

**B)** RPKM-normalised ATAC-seq track averaged for three replicates of double positive CD71+Ter119+ cells compared to data from total CD71+ populations, both derived from day 7 EBs.

**C)** PCA plot of genome-wide ATAC-seq peaks, as in Figure 2B, with addition of primitive E9.5, E10.5 and E10.5 blood, the EB-derived CD71+ (S1) and CD71+/Ter119+ (S3) populations.

**D)** Venn diagrams of overlapping ChIP-seq peaks between tissue datasets. Peaks included in the analysis are from three biological replicate tracks for APH Ter119+ spleen and E10.5 blood and duplicates from EB day 7 CD71+ population. Upper diagram: CTCF ChIP-seq peaks with tables containing the detailed dataset from all three cell types. Lower diagram: H3K4me3 ChIP-seq peaks presented similarly as above.

# Supplementary material for: Scalable in vitro production of defined mouse erythroblasts
**Source:** PLoS One. 2022 Jan 7;17(1):e0261950. doi: 10.1371/journal.pone.0261950
**Supplement:** S2 Fig

## S2 Figure

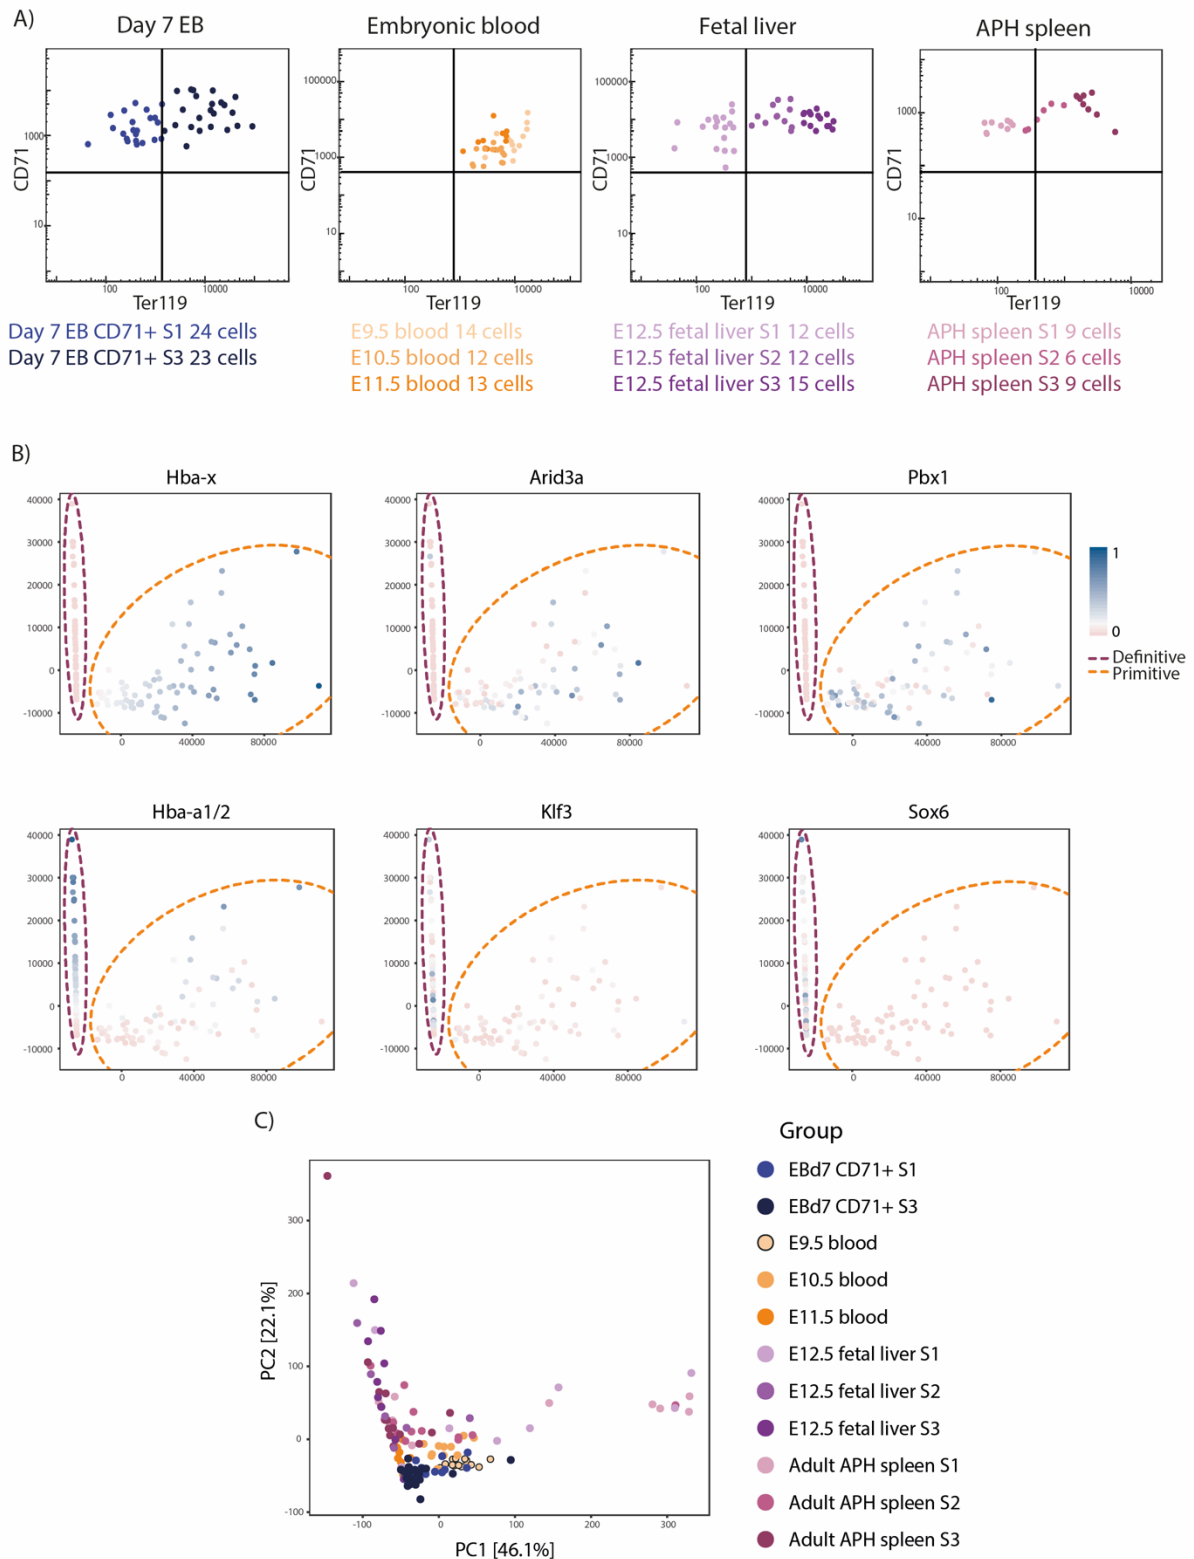

**S2 Fig:** Further characterisation of the day7 EB-derived CD71 erythroid cells based on their single cell (Biomark) expression assay confirm their primitive nature.

**A)** CD71/Ter119 Immunophenotyping plots for FACS-sorted single cells used in RT-PCR experiment (Biomark). The corresponding labels and cell numbers for each population are shown below each plot.

**B)** Expression for six representative genes demonstrating enrichment in either primitive (top) or definitive (bottom) cells. Relative expression level is represented by the accompanying colour scale plotted on the PCA arrangement from Figure 3B.

**C)** PCA of housekeeper-normalised expression levels for non-globin probes. Clustering is observed between EB-derived (EBd7) and embryonic erythroid cells (E9.5, E10.5, E11.5 blood) away from definitive red cell populations as indicated by the 'Group' legend.

# Supplementary material for: Scalable in vitro production of defined mouse erythroblasts
**Source:** PLoS One. 2022 Jan 7;17(1):e0261950. doi: 10.1371/journal.pone.0261950
**Supplement:** S3 Fig

## S3 Figure

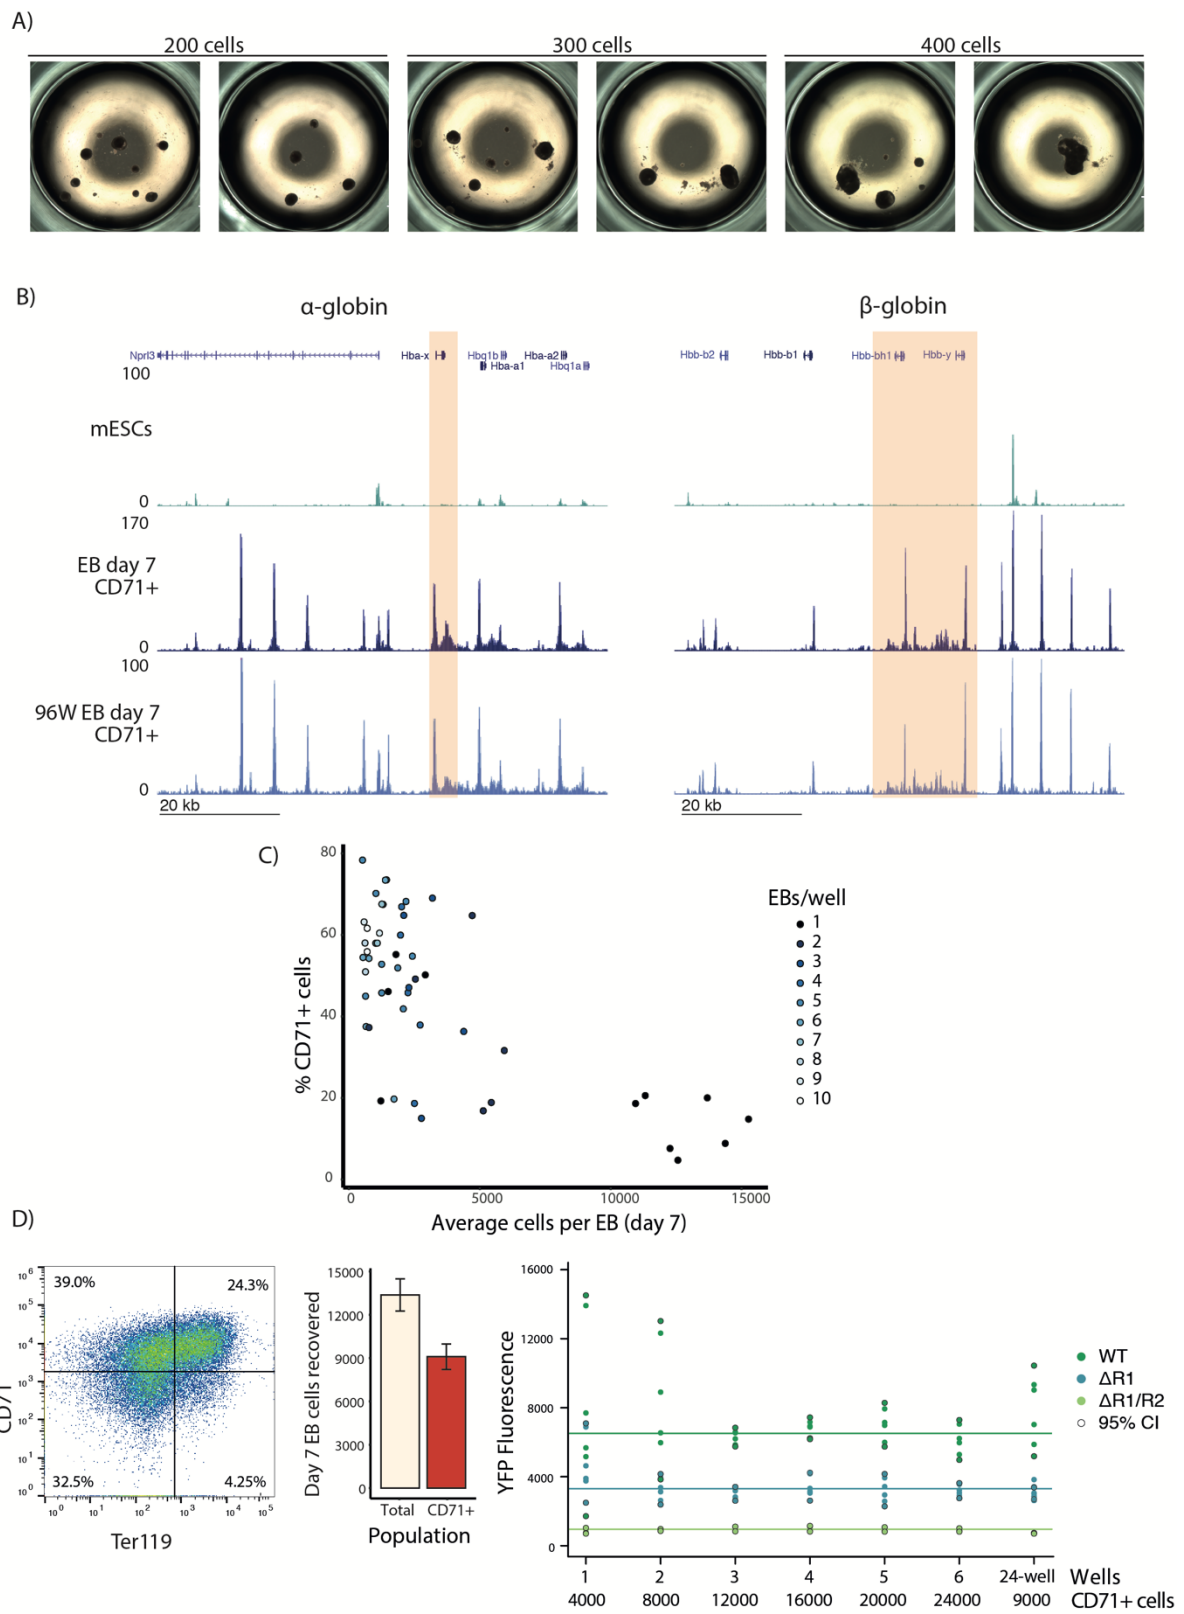

**S3 Fig:** Detailed documentation of the 96- and 24-well plate miniaturisation of the EB culture shows the optimal cell number required based on the optimal EB growth and CD71+ output as determined by the larger standard 10cm dish cultures.

**A)** Images of six miniaturised day 7 EB wells, each plated in parallel with the optimal range of 200-400 mESCs in 200 µl differentiation media. Smaller numbers and larger-sized EBs form as cell numbers increase.

**B)** RPKM-normalised ATAC-seq track averaged for three replicates of cells derived from day 7 96-well EBs compared to data from mESCs and the day 7 EB-derived CD71+ population from 10 cm-dish cultures.

**C)** Plot of the percentage of CD71+ cells against the average number of cells per EB for individual wells plated with a range of 100-800 mESCs per well. Points are coloured by the number of individual EBs per well. More efficient production of CD71+ cells is observed when high numbers of EBs/well of smaller EB size is achieved (top left of the graph).

**D)** Immunophenotype, EB population cell count and readout variability plots for EBs differentiated in a 24-well plate format, each plated with 1000 mESCs in 1 ml differentiation media. Cell counts and YFP measurements were made from at least four single wells each by flow cytometry. The YFP readout for the 24-well plate (last data point, as indicated) is added to the 96-well plate readout data (as in Figure 5E).

# Supplementary material for: Scalable in vitro production of defined mouse erythroblasts
**Source:** PLoS One. 2022 Jan 7;17(1):e0261950. doi: 10.1371/journal.pone.0261950
**Supplement:** S1 Table

## S1 Table

### gRNA used for CRISPR-Cas9 genome editing

| Modification                | gRNA Sequence          |
|-----------------------------|------------------------|
| YFP-tagged $\alpha$ -globin | CCTCTGGACAAATTCCTTGC   |
|                             | CGTTAAGCTGCCTTCTGCGG   |
| $\Delta$ R1                 | GTGACCATAAGTTGATTAG    |
|                             | GTACATACGCCGGGCGTGG    |
| $\Delta$ R2                 | TACCTCCAAGGTTTTGCTC    |
|                             | GCCGTGACACTTCATGCTCA   |
| D3839 (double nickase)      | GGCCACTGGGGGCGCCATTC   |
|                             | CGCCATTAAAAGGTCCTGCT   |
|                             | TTGAGCAAAGTCTGAGGTCCTG |
|                             | AGGCCTCTGCTACCCTCTGG   |

# Supplementary material for: Scalable in vitro production of defined mouse erythroblasts
**Source:** PLoS One. 2022 Jan 7;17(1):e0261950. doi: 10.1371/journal.pone.0261950
**Supplement:** S2 Table

## S2 Table

### Primer pairs used for expression analysis by RT-PCR

| Gene            | Primer  | Sequence              |
|-----------------|---------|-----------------------|
| <i>Hba-a1/2</i> | Forward | CTGGGGAAGACAAAAGCAAC  |
|                 | Reverse | GCCGTGGCTTACATCAAAGT  |
| <i>Hba-x</i>    | Forward | ATGCGGTAAAGAGCATCGAC  |
|                 | Reverse | GGGACAGGAGCTTGAAGTTG  |
| <i>Hbb-b1/2</i> | Forward | ACGATCATATTGCCCAGGAG  |
|                 | Reverse | ATGGCCTGAATCACTTGGAC  |
| <i>Hbb-bh1</i>  | Forward | TGGACAACCTCAAGGAGACC  |
|                 | Reverse | ACCTCTGGGGTGAATTCCTT  |
| <i>Hbb-y</i>    | Forward | TGGCCTGTGGAGTAAGGTCAA |
|                 | Reverse | GAAGCAGAGGACAAGTTCCCA |
| <i>Rn18s</i>    | Forward | GTAACCCGTTGAACCCATT   |
|                 | Reverse | CCATCCAATCGGTAGTAGCG  |
| <i>pb4.2</i>    | Forward | GCTCCAACCCACACATTTCT  |
|                 | Reverse | GCATCTCTTTCCTCCACTGC  |
| <i>CD71</i>     | Forward | TCCGCTCGTGGAGACTACTT  |
|                 | Reverse | ACATAGGGCGACAGGAAGTG  |
| <i>Nprl3</i>    | Forward | ATGTTCGCCAGTGTTGTTGA  |
|                 | Reverse | GCTCTTCAGGTACCCCTTCC  |
| <i>Mpg</i>      | Forward | CTTCTCCAGCCCAGAGGAC   |
|                 | Reverse | ATGCCTCAGTCTCCACAATG  |
| <i>Rhbdf1</i>   | Forward | CGGCCACTTGGTGATATCTT  |
|                 | Reverse | ATCCTAGTGCCCCAGACCTT  |
| <i>Snmp21</i>   | Forward | GAGGTAATGCCTGTGGTCGT  |
|                 | Reverse | GGTCAGATGGTATGTCCGCC  |

# Supplementary material for: Scalable in vitro production of defined mouse erythroblasts
**Source:** PLoS One. 2022 Jan 7;17(1):e0261950. doi: 10.1371/journal.pone.0261950
**Supplement:** S3 Table

## S3 Table

### Biomark TaqMan assays

| Gene Name              | Assay ID      |
|------------------------|---------------|
| <i>Abcg4</i>           | Mm00507247_m1 |
| <i>Aqp1</i>            | Mm01326466_m1 |
| <i>Aqp8</i>            | Mm00431846_m1 |
| <i>Arid3a</i>          | Mm00492248_m1 |
| <i>Ccr2</i>            | Mm00438270_m1 |
| <i>Cited2</i>          | Mm00516121_m1 |
| <i>Cox6c</i>           | Mm00835813_g1 |
| <i>Cpeb4</i>           | Mm01193440_m1 |
| <i>Ddx21</i>           | Mm00497941_m1 |
| <i>Foxh1</i>           | Mm00514851_m1 |
| <i>H2afy</i>           | Mm01337623_gH |
| <i>Hba-a1/a2</i>       | Custom (IDT)  |
| <i>Hba-x</i>           | Mm00439255_m1 |
| <i>Hbb-bh1</i>         | Mm00433932_g1 |
| <i>Hbb-bh2</i>         | Mm01273444_g1 |
| <i>Hbb-bt/bs/b1/b2</i> | Custom (IDT)  |
| <i>Hbb-y</i>           | Mm00433936_g1 |
| <i>Hbq1a</i>           | Mm00731011_s1 |
| <i>Hbq1b</i>           | Mm02747875_s1 |
| <i>Hspe1</i>           | Mm00434083_m1 |
| <i>Il9r</i>            | Mm00434313_m1 |
| <i>Klf3</i>            | Mm00492956_m1 |
| <i>Lmo4</i>            | Mm00495373_m1 |
| <i>Mbd2</i>            | Mm00521967_m1 |
| <i>Mpg</i>             | Mm00447872_m1 |
| <i>Mpo</i>             | Mm01298424_m1 |
| <i>Myc</i>             | Mm00487804_m1 |
| <i>Myl6</i>            | Mm02342525_g1 |
| <i>Nprl3</i>           | Mm01193449_m1 |
| <i>Oaz1</i>            | Mm01611061_g1 |
| <i>Pbx1</i>            | Mm04207617_m1 |
| <i>Podxl</i>           | Mm00449829_m1 |
| <i>Pogz</i>            | Mm00554475_m1 |
| <i>Prtn3</i>           | Mm00478323_m1 |
| <i>Rhbdf1</i>          | Mm00711711_m1 |
| <i>Rhd</i>             | Mm00456910_m1 |

|                |               |
|----------------|---------------|
| <i>Sec61g</i>  | Mm01613099_g1 |
| <i>Selk</i>    | Mm00785961_s1 |
| <i>Smarca4</i> | Mm01151944_m1 |
| <i>Snmp25</i>  | Mm00547218_m1 |
| <i>Sox4</i>    | Mm00486320_s1 |
| <i>Sox6</i>    | Mm01274768_m1 |
| <i>Tmem14c</i> | Mm00481276_m1 |
| <i>Vamp5</i>   | Mm00444144_m1 |
| <i>Zbtb7a</i>  | Mm00657132_m1 |

# Supplementary material for: Scalable in vitro production of defined mouse erythroblasts
**Source:** PLoS One. 2022 Jan 7;17(1):e0261950. doi: 10.1371/journal.pone.0261950
**Supplement:** S4 Table

## S4 Table

### Custom BioMark assays

| Assay           | Left primer              | Right primer             | Internal oligo                |
|-----------------|--------------------------|--------------------------|-------------------------------|
| Hba-a1/a2       | TGAAGCCCTGGAAA<br>GGATGT | TGAAATCGGCAGGG<br>TGGT   | TGGATCCCGTCAACTTCA<br>AGCTCCT |
| Hbb-bt/bs/b1/b2 | CCGATGAAGTTGGT<br>GGTGAG | ACATGCAGCTTGTC<br>ACAGTG | CCTGGGCAGGCTGCTGG<br>TTG      |

# Supplementary material for: Scalable in vitro production of defined mouse erythroblasts
**Source:** PLoS One. 2022 Jan 7;17(1):e0261950. doi: 10.1371/journal.pone.0261950
**Supplement:** S1 Methods

**S1 Methods**

**Genome engineering: CRISPR-Cas9 strategies and mESC transfections**

We used CRISPR-Cas9 targeting strategies for the generation of various mESC models used in this study. For guide RNA (gRNA) sequences, see Table 1. To generate the YFP-tagged α-globin mESCs, two gRNAs were cloned using a BbsI-mediated enzymatic ligation assisted by nucleases method (ELAN)^1^ into a single PX462 vector (pSpCas9n(BB)-2A-Puro), a gift from Feng Zhang. The α-globin gene (Hba-a1) was replaced by the same gene modified by the insertion of a 2A self-cleaving peptide sequence followed by mVenus coding sequence after the final exon following a homology directed repair (HDR) approach. This HDR α-2A-YFP-NLS sequence was synthesised commercially (Thermo Fisher), then cloned into the pBluescriptSK+ vector (Addgene). For generation of enhancer deletion R1 (DelR1) and R2 (DelR2) mESCs, same strategy was followed; Two sgRNAs that flank the enhancer sequence were designed and cloned into a pSpCas9(BB)-2A-GFP (pX458) vector, a gift from Feng Zhang (Addgene plasmid #48138; http://n2t.net/addgene:48138; RRID:Addgene_48138) or a modified vector with the GFP tag exchanged for an mRuby cassette (pX458-Ruby). For generation of HS3839 deletion (D3839) mESCs, sgRNAs were designed to flank a sequence encompassing the two CTCF sites (at HS-38: TACCCTCTGGTGGC and at HS-39.5: CTGGCCACTGGGGG separated by around 1.5kb). Four guides for a CRISPR/Cas9 nickase strategy were cloned into p335 (Cas9-D10A) modified vector containing a neomycin selectable marker. An HDR vector of 2991 bp was designed such that a fragment encompassing both CTCF sites an the intervening 1447bp sequence was flanked by homology arms of 750bp. sgRNA recognition sequences outside the homology arms were also included and resulted in the release of the HDR sequence from the donor vector upon co-transfection with sgRNA/Cas9 plasmids. Protospacer Adjacent Motif (PAM) sequences were mutated where necessary to avoid cutting the HDR plasmid. CTCF consensus sequences were replaced by ScaI sites (AGTACT) for ease of screening. Modified sequences were checked using Sasquatch tools for undesirable creation of potentially active hypersensitive sites in erythroid cells.^2^

For YFP-tagged α-globin mESCs generation, cells were co-transfected with gRNAs and HDR vectors at 1:1 molar ratio using TransIT-LT1 reagent (Mirus) according to manufacturer’s instructions. Selection with puromycin (Sigma-Aldrich, 1 μg/ml) was started 48 hours after transfection and removed 24 hours later. Surviving colonies were genotyped by PCR. For the other models. mESC Transfections were performed using the Neon electroporation system (Invitrogen), according to the manufacturer’s instructions. A transfection protocol optimized for mESCs (3 pulses of 1400V/10ms) whereby 10^6^ mESCs were resuspended in buffer R and electroporated with a total of 5 μg plasmid DNA (2.5ug/gRNA for DelR1 mESCs,) and 11ug (1.25ug/gRNA and 6ug for HDR vector for D3839). After electroporation, DelR1 targeted cells were cultured for 48-72 hours prior to FACS sorting the eGFP-Ruby expressing population, which was then seeded at clonal density on gelatinized 10cm dishes for at least 6 days. D3839 cells were directly plated on a gelatinized 10cm dish at clonal density and targeted clones were selected for neomycin resistance (G418 at 200μg/ml) 24h to 72h post transfection and left to grow for at least 6 days. Colonies were picked into 96-well plates and screened for mutations by PCR and Sanger sequencing.

**EB differentiation**

24-48 h prior to differentiation, cells were induced by passaging into base media (Iscove’s modified Dulbecco’s medium (IMDM), 1.4x10^-4^ M monothioglycerol (Sigma-Aldrich) and 50 U/ml penicillin-streptomycin (Thermo Fisher)) supplemented with 15% heat-inactivated fetal calf serum (ΔFCS, Thermo Fisher) and 1000 U/ml LIF.

For EB generation, cells were disaggregated by trypsinisation and quenched in base media (as above) supplemented with 10% ΔFCS. Differentiation media was prepared fresh on the day of differentiation by supplementing base media (as above) with 15% ΔFCS, 5% protein-free hybridoma medium (PFHM-II, Thermo Fisher), 2 mM L-glutamine (Thermo Fisher), 50 μg/ml L-ascorbic acid (Sigma Aldrich), 3x10^-4^ M monothioglycerol and 300 μg/ml human transferrin (Sigma Aldrich). Unless otherwise stated, cells were plated in either triple vent petri dishes (Thermo Fisher) or flat-bottom 96-well plates (Thermo Fisher) at the following densities: for 10 cm dishes, 3x10^4^ cells were added to 10 ml differentiation media; for 96-well plates, 250 cells were added to 200 μl differentiation media. EBs were left to differentiate for up to seven days without disruption except for gentle manual shaking every few days to disrupt potential EB aggregation and/or attachment to the dishes.

EBs from 10 cm dishes were harvested by collection of the entire plate contents into falcon tubes, spinning at 1000 rpm for 5 minutes before and after a single PBS wash step to ensure complete recovery. After PBS removal, EBs were disaggregated in 0.25% trypsin (0.3 ml per 10 cm dish) for 3 minutes at 37°C with continuous manual shaking to prevent sedimentation at the bottom of the tube. Trypsin was quenched with an equal volume of FCS and a single-cell suspension obtained through tituration. Cells were collected by spinning at 1200 rpm for 5 minutes and resuspended as needed. EBs from 96-well plates were processed similarly with adjustment of volumes for washes and trypsinisation and use of multichannel pipette and pooling of replicas when necessary.

EBs from 96-well plates were prepared for analysis by a performing a single PBS wash and disaggregation in a V-bottom 96-well plate. Whole EBs were transferred and washed using a multichannel pipette, resting tips on the kink of the V-bottom plate to avoid accidental EB suction during media removal steps. Disaggregation was performed using 50 μl 0.25% trypsin per well and quenched with an equal volume of FCS. Single-cell suspensions were obtained by pipetting up and down 20 times with the multichannel pipette. Wells were topped up to 300 μl and put directly for analysis by flow cytometry or first stained with fluor-conjugated antibodies in 20 μl staining buffer (PBS with 10% FCS; 500 μl per 10^7^ cells), as required.

**Erythroid population isolation from EBs**

CD71+(high) cells were isolated by magnetic column separation (LS Column, Miltenyi), according to the manufacturer’s instructions. Briefly, cells were labelled with anti-mouse CD71-FITC (eBioscience 11-0711-85; 1:200) in staining buffer (PBS with 10% FCS; 500 μl per 10^7^ cells) for 20 minutes at 4°C, rolling, then washed by adding staining buffer (1 ml per 10^7^ cells) and spinning. After supernatant removal, cells were incubated with MACS anti-FITC separation microbeads (Miltenyli; 10 μl per 10^7^ cells) in ice-cold separation buffer (PBS plus 0.5% bovine serum albumin (BSA) and 2 mM EDTA; 90 μl per 10^7^ cells) for 15 minutes at 4°C, rolling, and washed by adding separation buffer (1 ml per 10^7^ cells) and spinning.

Bead-labelled cells were resuspended in 500 μl cold separation buffer and added to a pre-equilibrated LS column. The negative fraction was washed through with two flushes of 3 ml cold separation buffer and the positive fraction collected by forcing cells from the column in 5 ml separation buffer. After spinning and supernatant removal, cells were resuspended in staining buffer as needed for downstream processing. Population purity and selection efficiency were determined by flow cytometry.

**Flow cytometry Antibodies**

FITC Rat Anti-Mouse CD71 eBioscience 11-0711-85 (1:200)

OR APC Anti-Mouse CD71 eBioscience 17-0711-80 (1:2000)

PE Rat Anti-Mouse Ter119 BD Pharmingen 553673 (1:200)

PE-Cy7 Anti-Mouse c-kit eBioscience 25-1171-82 (1:200)

Hoechst 33258, Pentahydrate (bis-Benzimide) Invitrogen H3569 (1:10000)

**RNA expression analysis by RT-PC**

RT-PCR was performed with Fast SYBR Green Master Mix (Thermo Fisher) and data normalised to the 18S ribosomal gene using the ΔC_T_ method. RNA quality was routinely checked by Tapestation analysis (Agilent) and reverse transcriptase enzyme negative controls were included to confirm adequate DNase treatment was performed. Primer pairs used for expression analysis by RT-PCR are in Supplemental Table 2.

**Single-cell expression analysis: Biomark**

Fetal livers were dissected from embryos at embryonic day 12.5 and disaggregated in ice cold staining buffer (0.2 % BSA and 5 mM glucose in 1x PBS). Cells from spleens of phenylhydrazine APH-treated adult mice^3^ were collected by manual tissue disruption in PBS supplemented with 10% FCS. To obtain embryonic erythroid cells, pregnant female mice were dissected at 9.5, 10.5, and 11.5 days after observation of a vaginal plug. Embryos including yolk sac material were individually collected into tubes containing PBS and manually disrupted to promote erythroid cell release from the circulation. Spleen and embryo-derived cells were collected by centrifugation and resuspended in staining buffer, then treated in the same manner as the fetal liver tissue.

ChromePure Rabbit IgG (Jackson, 015-000-003) was added to a final concentration of 200μg/ml to block Fc receptors. Cells were stained with Ter119:APC (BD; 1:200), CD71:PE-Cy7 (Biolegend; 1:1500), CD117:BB700 (BD; 1:100) and Lin:FITC (equal parts CD41, B220, CD3e, Mac-1 and Gr-1, all BD FITC conjugated) on ice for 45 min in the dark. Cells were washed 2x with 1ml ice cold staining buffer then resuspended in FACS running buffer (staining buffer plus 5 mM EDTA). Immediately before sorting, Hoechst (Invitrogen) was added at 1:10000 dilution).

185 single erythroid cells were isolated by index-FACS: 16 cells each from mouse embryos at E9.5, E10.5 and E11.5; 42 cells each from spleens of APH-treated adult mice and 48 cells each from E12.5 embryos and embryoid bodies, and deposited into wells of a 96-well plate containing 5.1 μl lysis buffer (5 μl 2x reaction buffer from SuperScript™ III One-Step RT-PCR with Platinum™ Taq kit (Thermo Fisher), 0.1 μl SUPERase In™ RNase Inhibitor (Thermo Fisher)). Plates were sealed, briefly centrifuged and frozen at -20 °C. TaqMan assay mastermix was made by pooling 6.6 μl of 43 TaqMan assays (see SupplementalTable 3) and adding 376 μl TE buffer. Plates were defrosted and 4.9 μl amplification mix was added to each well (1.2 μl TE buffer (Invitrogen), 2.5 μl TaqMan assay mastermix, 1.2 μl RT/Taq enzyme mix from SuperScript™ III One-Step RT-PCR with Platinum™ Taq kit (Thermo Fisher)) except for one well containing a cell from embryoid bodies, in which Platinum Taq was substituted for RT/Taq mix to serve as a no-RTase control. cDNA synthesis and sequence-specific preamplification was then carried out (reverse transcription at 50 °C for 15 min; RTase inactivation at 95 °C for 2 min; specific target amplification by 22 cycles of 95 °C for 15 s then 60 °C for 4 min). An RNA standard curve was also prepared at this point using the same mastermix and amplification program (see below). Plates were stored at -20 °C until analysis. Pre-amplified cDNA was diluted 5x with TE buffer and analysed using Universal PCR Master Mix (Applied Biosystems) and individual Taqman gene expression assays (Life Technologies, Supplemental Table 3), on the Biomark System (Fluidigm) using two 192.24 Dynamic Arrays as per manufacturers protocol, except that elongation time was increased from 60 s to 75 s to accommodate longer custom gene-expression assays for Hba-a1/2 and Hbb-bt/s/1/2 (Supplemental Table 4).

To prepare RNA standards, T7 polymerase was used to *in vitro* transcribe RNA from cDNA clones of Cox6c, Sec61g, Oaz1, Hba-a1, Hba-x, Hbb-bt, Hbb-y and Hbb-bh1. RNA was run on a 6% acrylamide TBE-urea gel (Life Technologies) and bands corresponding to full-length transcript were isolated from the gel. RNA was extracted by incubating crushed gel pieces with elution buffer (500 mM Ammonium acetate, 1 mM EDTA-KOH pH 8.0) for 3 hours at room temperature before ethanol precipitation, resuspension in TE buffer and quantification using RNA Quantifluor assay (Promega) and RNA Tapestation (Agilent). Each RNA was diluted to 16.8 pM concentration and the 8 transcripts were pooled, aliquoted and stored at -80 °C. When performing reverse transcription and pre-amplification on sorted single cells, one aliquot of RNA standard was also defrosted, and diluted 10x. Five more serial dilutions were created by diluting 6x in TE buffer, then 2 μl was taken from each of the six standard curve dilutions and pre-amplified using the same mastermix as used for single cells (see above).

Data analysis was performed using Python (v3.5.2; Matplotlib v2.0.2; Numpy v1.14.5; Pandas v0.23.3; scikit-learn v0.19.2; Scipy v1.1.0). C_T_ values beyond the limit of detection or marked as “Fail” by the instrument were set to the limit of detection value (C_T_ = 40). 21 cells were excluded from further analysis, 15 due to > 80% of assays being undetected and 6 due to outlier C_T_ values. Raw C_T_ values were transformed into expression space by calculating 2^-C_T_. Three housekeeping genes (Cox6c, Myl6 and Sec61g) were run on both 192.24 chips. The expression of these three genes was scaled to a range of 0 to 1, then the mean of the three scaled expression values was calculated for each cell and used to normalise expression values for the remaining 21 assays on each chip. This normalisation was performed separately for the two chips before merging the data together for analysis.

**References**

1. Cost GJ. Enzymatic ligation assisted by nucleases: simultaneous ligation and digestion promote the ordered assembly of DNA. *Nature Protocols*. 2007;2(9):2198–2202.

2. Schwessinger R, Suciu MC, McGowan SJ, et al. Sasquatch: predicting the impact of regulatory SNPs on transcription factor binding from cell- and tissue-specific DNase footprints. *Genome Res.* 2017;27(10):1730–1742.

3. Spivak JL, Toretti D, Dickerman HW. Effect of phenylhydrazine-induced hemolytic anemia on nuclear RNA polymerase activity of the mouse spleen. *Blood*. 1973;42(2):257–266.

How the deposited data were processed for this re-analysis (not part of the article)

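NG Capture-C interactions were analysed for CD71+ erythroid cells from day 7 EBs of WT and D3839 mESCs, with 3 libraries per genotype in each of 2 captures. The authors deposited 12 tables of counts, that is the unnormalized number of interactions per DpnII fragment and viewpoint, with a line for each fragment that had at least 1 interaction. The paper refers to an earlier description for the experiment, and the steps from reads to counts were not repeated. The capture with R1 also held the R2 enhancer, and the promoter capture also held Il9r, Snrnp25 and Nprl3, so that 7 viewpoints were read, of which Fig 4D shows 3. The labels number the libraries of each genotype, and these numbers were used as replicate numbers. The legend of Fig 4D gives 2 independently generated clones, and the labels do not say which D3839 libraries share a clone. Libraries 2 and 3 may be from 1 clone, so n = 3 counts libraries and not clones. They differed slightly more than counting noise over all viewpoints (chi-square of 1.10 per degree of freedom) but not at R1 (1.05). From library 1 they differed more (1.345 and 1.325 over all viewpoints, 1.29 and 1.36 at R1). Libraries 2 and 3 were thus closer to each other, which goes with a shared clone but does not show it. They were analysed as separate libraries, with an alternative that counts them as 1. Other kinds of data in the paper were not analysed here.

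Counts were assigned to regions by the midpoint of the fragment. Regions were fixed on mm9 before the data were examined, as were the comparisons, the filter on low counts, the tests and the alternatives, except where a later choice is named. They were the 5′ genes, the boundary, the cluster with its enhancers and globin genes, and the outer flanks. The stretches around the viewpoints that the tables leave out served as the exclusion around each viewpoint. The share of each region among cis interactions was computed per library, and the log2 ratio is that of the genotypes' means. The standard error of this log2 ratio comes from the spread between libraries, and that of a fragment's log2 ratio was derived from edgeR's F statistic. Shares were compared by an exact two-sided permutation test, which 3 libraries against 3 cannot take below 0.1. Intervals of single shares are 95% Wilson intervals.

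Fragments with at least 20 counts summed over the 6 libraries were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, library size set to cis interactions, no further factors) and Benjamini-Hochberg adjustment within each viewpoint. The named fragments are, for each viewpoint, the 3 gained and the 3 lost with the smallest p among those with an adjusted p under 0.05, and some of those in the viewpoint stretches. The test was checked on simulated counts with the real means, library sizes and common dispersion, in which 200 fragments were changed 2-fold. False calls made up 1.96% of the calls for Rhbdf1, 2.44% for Mpg and 0% for R1. The common dispersion was 0.203 for R1, 0.0111 for Rhbdf1 and 0.0146 for Mpg.

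Alternatives for the fragments were TMM factors, all interactions as library size, the Wald test of DESeq2 1.42.0, no filter, at least 60 counts, bins of 5 kb, a replicate block and leaving out each library. For the shares, they were other totals, exclusions of 5 kb and 10 kb around the viewpoint, other region limits, pairing and leaving out each library. Counting D3839 replicates 2 and 3 as 1 library was added after seeing the data. Interactions on other chromosomes (trans) were compared between libraries as the number of shared fragments per 1000000 possible pairs. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The reference at hand holds gene positions on another build than mm9, so genes were placed only by the viewpoints and by the paper's figures.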

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

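The tests of short-range contacts, of far cis interactions and of trans fragments were chosen after the results were seen, except the test of repeated ligation products, which was written before its result.

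Of the 4 viewpoints that Fig 4D does not show, 3 gained interactions in D3839 with the 5′ genes or the cluster. The R2 enhancer did not, with log2 ratios of -0.13 and 0.03 and overlapping libraries (exact permutation test, p = 0.5 and p = 0.8). The Il9r promoter gained with the 5′ genes by a log2 ratio of 0.38 and the Snrnp25 promoter by 0.62, with every D3839 library above every WT library (exact permutation test, p = 0.1 for each). Contacts of D3839 libraries of the promoter capture may have been shifted towards short distances. If so, the stretch at the same distances on the other side of the viewpoint should gain by at least 0.5 times as much, and it gained by 0.56 for Il9r and 0.48 for Snrnp25. This technical explanation remains for both gains, and a batch that followed the genotype was not excluded. In the R1 capture no such shift was seen. The log2 ratio within 30 kb of the viewpoint was 0.05 for R1 and 0.005 for R2, with overlapping libraries.

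The Nprl3 promoter, which lies inside the cluster, gained with the cluster by a log2 ratio of 0.44 (41.7% ± 4.92 in WT and 56.8% ± 5.26 in D3839, n = 3 each, exact permutation test, p = 0.1). A difference in far cis interactions alone does not account for it, since the log2 ratio was 0.26 among interactions within 1 Mb and stayed above the spread between libraries. A shift towards short distances could account for it, because Il9r, outside the domain, gained with its own surroundings within 30 kb by 0.73. No biological reading of these 3 gains is offered, since the short-range explanation was not ruled out.

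WT libraries of the R1 capture shared trans fragments with each other far more often than with D3839 libraries. The median rate was 44.27 times that between a WT and a D3839 library for R1 and 42.81 times for R2. The limit above which such sharing is reported, 10-fold, was set after the values were seen. Of the R1 trans fragments, 25.9% in WT libraries were found in another WT library and 2.79% in D3839 libraries in another D3839 library, and 13.8% and 0.379% had at least 3 interactions. Fragments that any library picks up, such as repeats, should be shared across genotypes as well, but the ratio of 44.27 that bears on this is the pattern itself and not a separate test. Fragments that map easily in WT libraries should be shared across viewpoints, but R1 and R2 of different WT libraries shared a median of 1.55 per 1000000 possible pairs, against 21.9 within the R1 viewpoint. If the same ligation products had been counted in more than 1 WT library, the share found again was predicted to rise with the number of interactions by more than in D3839. The rise from 1 to at least 3 interactions was 12.8 percentage points in WT and 21.6 in D3839, so the prediction failed. Fragments with 1 interaction were already found again in 23.5% in WT and 2.62% in D3839, and those with at least 3 in 36.3% and 24.2%. Shared products would raise both shares, so the difference of rises cannot decide, and this explanation remains open. WT libraries might have been handled in a batch of their own. D3839 libraries also shared fragments with each other 2.21 times as often as with WT libraries, but a batch cannot be told apart from the genotype, so this explanation remains open and the cause is not known. No biological explanation was tested.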

How the results depend on the processing

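The 1 alternative chosen after seeing the data was counting D3839 replicates 2 and 3 as 1 library. The log2 ratios of 3 shares, R1 with the 5′ genes and Rhbdf1 and Mpg with the cluster, kept their sign under each alternative that was run. The balance of gained and lost fragments and of positive and negative differences did not. The cause of the changes below was not tested, except where a value is given for it.

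For Rhbdf1 with the cluster the log2 ratio was 0.82 with all interactions as the total, 0.29 within 1 Mb, 0.56 with an exclusion of 5 kb and 0.62 with 10 kb, and 0.40 to 0.50 across the 6 fits that each left out a library. For Mpg these were 0.78, 0.23, 0.48, 0.55 and 0.29 to 0.41, and 0.51 with the whole window of Fig 2A as the region. Using all interactions adds 0.36 and 0.41 to every log2 ratio of these viewpoints, the ratio of their cis shares. For R1 with the 5′ genes it was 0.32 with all interactions and 0.03 to 0.23 with a library left out. The libraries of the genotypes overlapped except with all interactions and without WT replicate 1.

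The fragment counts depended on the setting. For R1, gained and lost fragments were 13 and 1 with TMM factors, 12 and 1 with all interactions as library size, 38 and 44 with DESeq2, 6 and 68 without a filter, 10 and 5 with at least 60 counts, and 4 and 18 with a replicate block. With a library left out they were 0 to 19 and 0 to 37, against 0 and 0 (45 and 141 at an unadjusted p under 0.05) in the analysis reported. For Rhbdf1, gained fragments were 24 with TMM factors, 129 with all interactions, 18 with DESeq2, 16 without a filter and 15 with bins of 5 kb, and 21 to 45 with a library left out. All 24 and all 18 were among the 37 called. Lost fragments were 1 without a filter, 2 with at least 60 counts, 26 with bins, 1 with a block, 4 with D3839 replicates 2 and 3 as 1 library, and 3 to 9 with a library left out. For Mpg, gained fragments were 106 with all interactions, 19 without a filter and 8 with bins, and 24 to 45 with a library left out. Lost fragments were 1 with all interactions, 4 with DESeq2, 0 without a filter (329 at an unadjusted p under 0.05), 46 with bins, 3 with D3839 replicates 2 and 3 as 1 library, and 1 to 13 with a library left out. With bins, losses thus outnumbered gains for both promoters, by 26 to 15 and by 46 to 8. Gained fragments within the cluster ranged from 1 to 67 for Rhbdf1, against 9, and from 1 to 49 for Mpg, against 9.

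Positive differences in the window of Fig 4D were 65.9% for R1, 94.4% for Rhbdf1 and 95.6% for Mpg without scaling, and 54.0%, 67.7% and 63.7% with all interactions. With TMM factors they were 51.4% for R1 and 44.0% for Rhbdf1, and within 1 Mb 44.6% for Rhbdf1 and 38.7% for Mpg. With a library left out they were 41.7% to 48.3% for R1, 49.8% to 54.8% for Rhbdf1 and 44.0% to 49.2% for Mpg. Whether more or fewer than 50% of the fragments gained thus depended on the scaling for each viewpoint.

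For R1, simulated 2-fold changes were recovered in 5.56% even among fragments with at least 300 counts. The simulation gave every fragment the common dispersion of 0.203, which single fragments need not have. It therefore does not give the limit for each of them. WT promoter libraries, with as few as 10345 interactions for Rhbdf1, limit what can be called for single fragments, and 50% of simulated 2-fold changes were recovered there.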

Differences from the paper's values

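The paper gives no numerical value for the interactions of Fig 4D to set beside those computed here, and of the comparisons below only that of Snrnp25 as shares of all interactions was chosen after the results were seen.

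The paper states that the interaction domain extends to the promoters of the perturbed genes and that R1 captures it. Here the share of R1 interactions with the 5′ genes had a log2 ratio of 0.12, within the spread between libraries (exact permutation test, p = 0.4). At R1 this spread was larger between WT than between D3839 libraries. Over single fragments, chi-square per degree of freedom was 3.404 to 11.52 between WT libraries and 1.051 to 1.364 between D3839 libraries. In the main setting 0 fragments were gained, against 45 at an unadjusted p under 0.05. The share was higher in D3839 in all 3 same-numbered pairs. These pairs carry little weight, as the labels name different cultures for their libraries, which did not vary together (correlation -0.171). Among the alternatives set before the data were examined, the genotypes no longer overlapped with all interactions as the total (log2 ratio 0.32) and without WT replicate 1 (0.23), and fragments were gained with TMM factors (13), all interactions as library size (12), DESeq2 (38), no filter (6), at least 60 counts (10), a replicate block (4) and without WT replicate 1 (19), of which 7, 7, 13, 3, 7, 3 and 8 lay in the 5′ genes. With bins of 5 kb and with each of the other 5 libraries left out, 0 were gained, with 16 bins and 23 to 47 fragments higher at an unadjusted p under 0.05. The log2 ratio of 0.32 depends on the trans counts, and repeated counting of trans products in WT libraries could account for its rise. Cis counts were not reduced in the same way, so this is not settled.

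The paper counts Snrnp25 among the perturbed genes. The Snrnp25 promoter had no higher share of cis interactions with the cluster in D3839 (log2 ratio -0.01), and a lower one with its enhancers (log2 ratio -0.25). As shares of all interactions, a comparison added after the results were seen, the share with the cluster was higher in every D3839 library (9.01% to 10.3%) than in every WT library (8.06% to 8.23%), with a log2 ratio of 0.22, and the log2 ratio with the enhancers was -0.02. R1 had a lower share with the Snrnp25 promoter stretch (log2 ratio -0.63, exact permutation test, p = 0.2, within the spread between libraries). Read from the Snrnp25 promoter, the share with the R1 stretch had a log2 ratio of 0.12, with overlapping libraries (exact permutation test, p = 0.5). The paper shows no Capture-C profile from the Snrnp25 promoter.

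The methods describe the subtraction as D3839 taken from WT and the legend of Fig 4 as WT taken from D3839. The sign here follows the legend.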

Other observations

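Tests of thinning, of other splits of the libraries and of repeated ligation products were written before their results, and all other tests here were chosen after the results were seen.

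The gains of the Rhbdf1 and Mpg promoters with the cluster were weighed against technical explanations. A difference in far cis interactions alone does not account for them, since log2 ratios of 0.29 and 0.23 remained within 1 Mb, above the spread between libraries. A symmetric shift towards short distances does not either, because the stretches at the same distances on the 5′ side had log2 ratios of -0.33 and -0.22. An effect on every promoter viewpoint is not settled for the cluster as a whole or for the globin genes. The log2 ratio with the cluster was -0.010 for Snrnp25 and 0.16 for Il9r, with overlapping libraries for both. With the globin genes, however, Il9r gained by 0.31, against 0.25 for Mpg (0.14 to 0.31 with a library left out). Every D3839 library of Il9r was there above every WT library (exact permutation test, p = 0.1). As shares of all interactions the log2 ratio with the cluster was 0.22 for Snrnp25 and 0.59 for Il9r, against 0.82 for Rhbdf1 and 0.78 for Mpg, and at all 4 promoters every D3839 library was above every WT library (exact permutation test, p = 0.1 for each). With the enhancers alone, cis shares had log2 ratios of -0.25 for Snrnp25 and -0.18 for Il9r, against 0.48 for Rhbdf1 and 0.53 for Mpg. As shares of all interactions these were -0.02, 0.26, 0.84 and 0.95, with overlapping libraries for Snrnp25 and Il9r. For the enhancers these values argue against an effect of the same size on every promoter. Snrnp25 and Il9r lie farther from the enhancers than Rhbdf1 and Mpg do. Il9r itself gained by 0.73 within 30 kb, but by 0.002 in the stretch at the distances of the cluster on its other side. These promoters therefore cannot exclude an effect that depends on distance. Only Nprl3, which lies inside the stretch of the enhancers, also gained with them (0.55 in cis).

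Counts might have been held down where interactions are dense in the WT promoter libraries, as WT pairs of these libraries varied by less than sampling noise (chi-square per degree of freedom 0.688 to 0.838). This was tested against the Il9r promoter on its side away from the cluster, in 2 ways that gave opposite answers. A straight line through 126 Il9r bins of 5 kb, tried first, left an excess log2 ratio of 0.57 for Rhbdf1 and 0.47 for Mpg. After the line was seen to miss the dense bins, the mean of the 3 Il9r bins nearest in density was used instead, and the excess was -0.11 and -0.13. Only 4 and 5 Il9r bins were as dense as the cluster bins, and this choice was made after seeing the data, so the test does not settle the explanation. WT and D3839 libraries may also have been handled as separate batches. Libraries of different genotypes shared at most 0.594 trans fragments per 1000000 possible pairs for Rhbdf1 and 0.558 for Mpg, less than pairs within a genotype, and the batch cannot be told apart from the genotype. The gains are therefore not called biological here.

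Depth differed between the genotypes, so libraries were thinned to equal depth within same-numbered pairs. Gained fragments then numbered 41 for Rhbdf1 and 39 for Mpg, with 1 and 2 lost, so depth does not account for the excess of gains. For R1 there were 0 gained after thinning (35 at an unadjusted p under 0.05), which shows nothing, as there were 0 before. Among the 4 splits that part the same-numbered libraries as the genotypes do, 1 of 4 gave as many gained fragments as the real one for Rhbdf1 and 1 of 4 for Mpg, that one being the real split, and the same holds for lost fragments. For R1 it was 4 of 4, as each had 0 or more. The other 6 of the 10 splits part fewer pairs, and the most calls in any split but the real one were 0 for Rhbdf1 and 1 for Mpg. With 10 splits the share cannot fall under 0.1, so chance is not excluded by this count.

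The cis share was higher in D3839 at all 7 viewpoints. Depth does not account for it at R1, where D3839 replicate 1, with fewer interactions than 2 of the WT libraries, had 74.3% in cis against 67.2% and 64.3% in those. Repeated counting of trans products in WT libraries could account for it at R1, where the difference was 0.872 percentage points with each trans fragment counted once, but not at Mpg, where it was 17.8. Cis counts were not reduced in the same way, so the cause at R1 is not settled.

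Beyond 1 Mb from R1, 51 fragments were tested, and 39 had an unadjusted p under 0.05. All 39 were lower in D3839, and 17 of the 51 had no interactions in D3839. These were only the far fragments with at least 20 counts. Over all cis interactions of R1 beyond 1 Mb, the share was 21.6% ± 0.260 (SD, n = 3) in WT and 22.9% ± 4.55 in D3839 (log2 ratio 0.09, exact permutation test, p = 0.7), so far interactions were not lower as a whole.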
